# Three Dimensional Neuronal Cell Cultures More Accurately Model Voltage Gated Calcium Channel Functionality in Freshly Dissected Nerve Tissue

**DOI:** 10.1371/journal.pone.0045074

**Published:** 2012-09-25

**Authors:** Yinzhi Lai, Ke Cheng, William Kisaalita

## Abstract

It has been demonstrated that neuronal cells cultured on traditional flat surfaces may exhibit exaggerated voltage gated calcium channel (VGCC) functionality. To gain a better understanding of this phenomenon, primary neuronal cells harvested from mice superior cervical ganglion (SCG) were cultured on two dimensional (2D) flat surfaces and in three dimensional (3D) synthetic poly-L-lactic acid (PLLA) and polystyrene (PS) polymer scaffolds. These 2D- and 3D-cultured cells were compared to cells in freshly dissected SCG tissues, with respect to intracellular calcium increase in response to high K^+^ depolarization. The calcium increases were identical for 3D-cultured and freshly dissected, but significantly higher for 2D-cultured cells. This finding established the physiological relevance of 3D-cultured cells. To shed light on the mechanism behind the exaggerated 2D-cultured cells’ functionality, transcriptase expression and related membrane protein distributions (caveolin-1) were obtained. Our results support the view that exaggerated VGCC functionality from 2D cultured SCG cells is possibly due to differences in membrane architecture, characterized by uniquely organized caveolar lipid rafts. The practical implication of use of 3D-cultured cells in preclinical drug discovery studies is that such platforms would be more effective in eliminating false positive hits and as such improve the overall yield from screening campaigns.

## Introduction

A key goal in cell-based assay technology is to achieve cellular responses to external stimuli that are physiologically relevant to what happens *in vivo* as closely as possible. However, many whole-cell-based assays in use today rely on flat, two-dimensional (2D) glass or plastic substrates that may not produce results characteristic of *in vivo* conditions. Three dimensional (3D) substrates or scaffolds provide cells with *in vivo*-like topographical cues and thus enable cells to differentiate into specific phenotype and maintain specific functions that are usually impossible under 2D cell culture conditions [1], [2], [3]. Thus 3D cell-based assay systems are desirable in preclinical drug discovery applications.

Various approaches and materials have been studied for creating three-dimensionality. Among them are microgravity bioreactors [4], [5], natural polymers especially collagen hydrogels [6], [7], [8], photopolymerized hydrogels [9], synthetic polymer scaffolds [10], [11], self-assembling peptide scaffolds [12], and micro/nano patterned substrates [13].

Synthetic polymer scaffolds offer several comparative advantages. First, in comparison to microgravity bioreactors and patterned substrates, polymer scaffolds are easier and faster to prepare and can be scaled down for incorporation into high throughput screening (HTS) systems. Second, in comparison to most hydrogels, polymer scaffolds offer less resistance to diffusion of nutrients and wastes to and from cells deeper in scaffold [7]. Third, in comparison to nanoscale pores and fibers associated with self-assembling peptide scaffolds, microscale pores in polymer scaffolds are large enough to host 3D multi-cellular aggregates or microtissues [14].

We have previously demonstrated that polymer based scaffolds can be integrated into HTS compatible platform for whole-cell-based assays [15], [16], [17]. Neural stem cells cultured in such polymer based scaffolds modeled *in vivo* surrogate (neural spheres) better than 2D cells in terms of morphology, cellular growth profile, gene expression and voltage gated calcium channel (VGCC) function [15] – VGCC are emerging drug targets [18], [19]. We extend our previous study herein and show that primary neuronal cells from mouse superior cervical ganglion (SCG) cultured in 3D polymer scaffolds model freshly dissected tissue with respect to VGCC function. Furthermore, our results suggest a role for membrane architecture in higher VGCC signal, in response to high K^+^ depolarization observed in 2D cultures. Overall, our results support the view that 2D/3D cultured cells’ plasma membrane architecture differences are worthy of further exploration in efforts to better understand 3D cultured cells’ better emulation of the *in vivo* function.

## Materials and Methods

### Ethics Statement

All the animals received the standard care in compliance with the Animal Welfare Act and the recommendation in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the University of Georgia and was under the University of Georgia Animal Usage Proposal (Permit Number: A2009 3-048).

### Scaffold Fabrication

3D Scaffolds were fabricated by the gaseous salt leaching method [20] and have been previously described in detail [15]. Briefly, a highly viscous polymer solution was prepared by dissolving polymer particles in chloroform. Ammonium bicarbonate salt particles were added to the polymer solution and mixed thoroughly. Sieved ammonium bicarbonate particles in the range of 40–60 µm in diameter were used. Salt particles in this size range generated pores with an average diameter range of 60–100 µm. The salt: polymer ratio of 20∶1 was chosen to achieve the optimal balance between light transmission and mechanical strength. The paste mixture of polymer/salt/solvent was cast onto a glass Petri dish. After chloroform was partially evaporated under atmospheric pressure, the semi-solidified samples were immersed into boiling water until no gas bubbles were generated. The samples were vacuum-dried for 24 h and kept in desiccators until use. Before cell plating, the scaffolds were pre-wetted and sterilized in 70% ethanol under UV light, over night, and then rinsed with PBS three times. The scaffolds were coated with collagen by incubating in 0.1 mg/ml collagen solution for 2 h, followed by air drying at room temperature.

### Scanning Electron Microscopy (SEM)

Cells in scaffolds were fixed with 2% glutaraldehyde in 0.1 M sodium cacodylate buffer (pH 7.2) for 1 h and then rinsed in cacodylate buffer three times (15 min each). This was followed by post-fixing with 1% OsO_4_ in 0.1 M sodium cacodylate buffer for 1 h and rinsing in cacodylate buffer three times (5 min each). The samples were then dehydrated in 35, 50, 70, 80, 95 and 100% ethanol successively for 10 min each and dried in a SAMDRI-780A critical point drier (Tousimis Research Corporation, MD). Scaffolds were sputter-coated with gold for 60 s to achieve a thickness of about 15.3 nm. SEM images were captured with LEO 982 scanning electron microscope (LEO Electronenmikroskopie GmbH Korporation, Germany) with an acceleration voltage of 4 kV. A similar protocol was followed for scaffold samples without cells, with the exception that the preparation started with sputter coating.

### SCG Cell Harvesting and Plating

Neonatal mice (CD1) were used as the sources of SCG nerve cells. A mice SCG dissection protocol described elsewhere [21] was followed. All the animals received the standard care in compliance with the Animal Welfare Act and the recommendation in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the University of Georgia and was under the University of Georgia Animal Usage Proposal (Permit Number: A2009 3-048). After dissection, the ganglia were enzymatically digested in 1 mg/ml type IA collagenase for 1 hour. After gentle mechanical disruption with a Pasteur pipette, dissociated cells and cell chunks were plated into glass bottom Petri dishes (MatTek, MD) and polymer scaffolds, both of which were coated with 0.1 mg/ml type I collagen. On the average, cells from two ganglia were plated to one dish or scaffold. Cells were maintained in Eagle’s Minimum Essential Medium supplemented with 2 mM L-Glutamine, 1 mM Sodium Bicarbonate, 10% FBS, and 50 ng/ml NGF. The cells were incubated at 37°C in a 10% CO_2_ humidified atmosphere. To prepare intact SCG tissue samples for staining, the outer sheath covering the freshly dissected ganglia was broken with fine forceps.

### Live Cell Imaging and Morphological Studies

SCG cell morphology was observed by calcein acetoxymethyl ester (AM) (Biotium, Hayward, CA) staining. The non-fluorescent cell-permeant calcein AM is converted to non-permeable intensely fluorescent calcein by the intracellular esterase thus are widely utilized to stain living cells and their extensions [22]. Cells were washed with 2 mL PBS, three to five times (5 min each) then covered with sufficient amount of 2-µM calcein AM in PBS. After 30 min incubation at room temperature, the staining solution was replaced with fresh PBS, followed by another 30 min incubation complete esterification of the intracellular calcein AM. Confocal images were obtained by 488 nm argon laser excitation and recorded through a 515 nm long Pass filter.

### VGCC Functionality Characterization

Calcium imaging experiments were performed after 2-day and 7-day incubation for both the 2D and 3D cultured cell samples. A typical mouse SCG is fusiform in shape with center diameter less than 1 mm, which allows confocal imaging of the intact tissue. To best represent the *in vivo* condition, intact SCG tissues were stained soon after the dissection, followed by the calcium imaging. The time between dissection and recording was approximately one hour. Intracellular calcium dynamics were recorded using the membrane permeable dye Calcium Green-1 AM coupled with confocal laser scanning microscopy. 2D cultured cells on the Petri dish were washed twice with HEPES buffered saline (HBS) and loaded with 5 µM dye in 1 ml of HBS containing 3% FBS and 0.02% Pluronic F-127. The Petri dishes were incubated at 37°C for 30 min. After dye loading, cells were rinsed with HBS twice and returned to the incubator for another 30 min to allow complete dye de-esterification. A similar protocol was followed for 3D and intact SCG tissue samples. However, the dye concentration was increased to 10 µM to facilitate dye loading. Both the scaffold and intact SCG tissue were held in place by placing a small coverslip on top during the calcium imaging. Calcium Green-1 was excited with 488 nm argon laser and the fluorescence intensity was recorded through a 515 nm long Pass filter. Images were taken every 3 seconds. Cells were depolarized by adding 100 µl of high potassium buffer to a final concentration of 50 mM K^+^ while imaging. The intracellular calcium dynamics were reflected by changes in intracellular Calcium Green-1 fluorescence intensity.

### Microarray Gene Expression Analysis

Total RNA was isolated from all samples using Qiagen RNeasy Kits (Qiagen, Valencia, CA) according to the manufacturer’s standard protocol. The quantity of mRNA isolated from each sample was determined using the adsorption of each solution at 260 nm and 280 nm. The purity of each sample was monitored using the A260/A280 ratio. A ratio of 1.8–2.1 was considered a “clean” sample and could be used in microarray experiments. Samples were kept on dry ice and sent to the Affymetrix Core Facility at the Medical College of Georgia (MCG) for Mouse Genome 430 2.0 array Expression Analysis (Affymetrix, Santa Clara, CA). The raw data has been deposited in MIAME compliant GEO database (Accession No. GSE30498). The expression value of each gene was obtained by Expression Console (Affymetrix) with the Robust Multichip Average (RMA) algorithm which consists of three steps: a background adjustment, quantile normalization and finally summarization. RMA was chosen because it is one of the most widely used algorithms and has been shown to be more sensitive than other methods. Genes within the scope of this study were manually picked. Student’s t tests and ANOVA tests were carried out to compare the expression differences between 2D, 3D and SCG tissue samples.

### Immuno-fluorescence Staining

Rabbit polyclonal Anti-Calcium channel L type DHPR alpha 2 subunit antibody (ab80990) and sheep polyclonal caveolin-1 antibody (ab81397) were purchased from Abcam (Cambridge, MA). Focal Adhesion Staining Kit was purchased from Millipore (Billerica, MA). Secondary antibodies (Alexa Fluor 488 chicken anti-rabbit and Alexa Fluor 488 donkey anti-sheep) were purchased from Invitrogen (Carlsbad, CA). Normal chicken serum was purchased from Zymed Laboratories, CA. For immuno-fluorescence staining, cells were rinsed once with phosphate-buffered saline (PBS), fixed with 4% paraformaldehye in PBS (30 min), washed with PBS, treated with 0.5% Triton X-100 (5 min) for membrane permeablization. To double stain L-type VGCC and caveolin-1, cells were washed with PBS, blocked with normal chicken serum (2% diluted with PBS/0.3% Tween-20) for 30 min at room temperature, washed with PBS (3 times, 5 min per wash), incubated overnight with primary antibodies (1∶100), washed with PBS (3 times, 5 min per wash) followed by incubation for 1 h with the secondary antibodies (1∶500), washed with PBS (3 times, 5 min per wash), and then loaded with DAPI (1∶5000) for 5 min at room temperature. Confocal imaging was performed with a Leica TCS SP2 microscope. Routine negative controls for staining were performed.

### Statistical Analysis

Neurite length, soma section area, soma section roundness and calcium response magnitude values were expressed as mean ± standard deviation (S.D.). The unpaired Student’s t-test was used to compare the means of two samples. The *p* values are indicated in the text and decisions regarding significant difference were based on level of 0.05.

## Results

### SCG Cell-scaffold Interaction

SCG cells were found ideal for this study because of the ease with which freshly dissected ganglion tissue can be obtained to serve as a more realistic *in vivo* surrogate as opposed to neural spheres used in our previous study [15]. Also, we used the CD1 mouse strain as the source of SCG cells and tissue because this strain has been extensively used in toxicological and functional studies as an acceptable model for human medicine applications.

Mouse (SCG) cells were harvested and cultured on the 3D polymer scaffolds (made from poly-l-lactic-acid (PLLA) or polystyrene (PS)) and 2D substrates (glass or polystyrene) [11]. All 3D and 2D substrates were coated with 0.1 mg/ml Type I collagen from rat tail to rule out any differences from materials. There were no statistically significant differences between the architecture of scaffolds generated from PLLA and PS and as such the scaffolds had similar impact on cells (data not shown). However, while PLLA scaffolds are suitable for *in vivo* studies that require scaffold biodegradation, PS scaffolds practically do not biodegrade and are only suitable for *in vitro* studies where degradation is not a concern. In this study, porous polymer scaffolds with equivalent average pore sizes of 60–100 µm in diameter were fabricated. This pore size range was empirically found to be ideal for mouse SCG cells, which are approximately 10 µm in diameter. Cell intrusion (penetration deep into pores) requires larger pores and pore openings, however, if too large, the pore would have no difference from the 2D situation and would make cell-matrix interaction identical to that found on flat surfaces [23]. The porosity of resulting scaffolds ranged between 88.4% and 95.6%, and the pores were inter-connected so that cells can travel between pores through channels and/or form neurites connections between two adjacent cell aggregates. As discussed in Cheng et al. [23], we used a polymer to salt ratio of 1∶20 to achieve the optimal light transmittance (80% in wet condition) while maintaining adequate mechanical strength, which is higher than the maximum possible force a typical fluid transfer workstation (e.g. FLEXstation, Molecular Devices, Sunnyvale, CA) could generate (0.11 mN). The detailed physical characteristics of those polymer scaffolds have been reported previously by Cheng et al. [23].

Cell viability and spatial distribution was examined by calcein AM live cell staining, coupled with confocal microscopy, on day 7 after plating. Fig. 1a shows calcein stained SCG cells cultured on 2D flat surface. Fig. 1b shows the maximal projection of thirty images obtained by z-axis optical scanning and different colors were assigned according to the depth of the obtained image (color index shown as inset of fig. 1b). Cells were viable with well developed neurites in both 2D and 3D cultured conditions. In 3D scaffolds SCG cells intruded as deep as 150 µm from the top of the scaffold, which further confirmed that the pores inside the scaffolds were interconnected and had formed open channels to allow cell migration in all directions (Fig. 1b). SEM was further used to study the morphology of polymer scaffolds and 3D cultured SCG cells. As shown in Fig. 1c, polymer (PLLA) scaffolds have interconnected holes that can host cell for growth and multicellular aggregates formation. SEM images also showed that cells formed multi-cellular clusters inside the pores of the scaffolds (Fig. 1d) and had developed neurite connections between adjacent cells (Fig. 1e).

**Figure 1:**
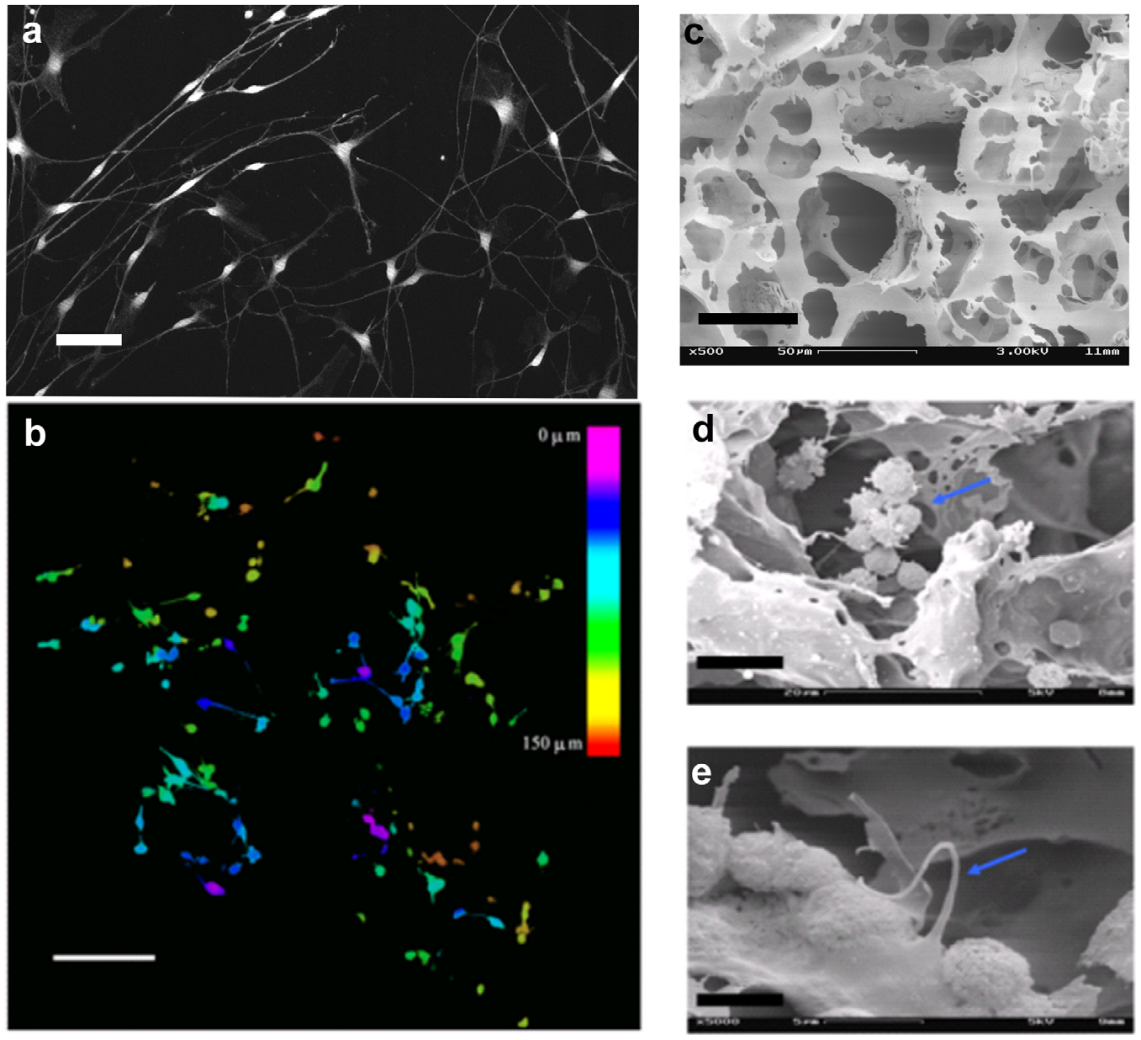
Polymer (PLLA) scaffolds seeded with SCG cells. (a) Confocal image with calcein stained SCG cells cultured on flat surfaces. (b) Confocal depth projection micrograph of a 20∶1 PLLA polymer scaffold with 60–100 µm sized pores, seeded with SCG cells. Cells were stained with calcein and thirty Confocal images were taken in row along the z-axis after 7 days in culture. Maximum projected images were generated with different color corresponding to different depth from the polymer surface. As shown in the color bar, pink is closest to the surface and red is at 150 µm from the surface. (c) SEM image of polymer (PLLA) scaffold without cells. (c) SEM image of a SCG cell cluster (indicated by arrow) inside a pore on day 2 after plating. (e): SEM image showing a neurite (indicated by arrow) from one cell to another on day 7 after plating. Bars represent 50 µm in (a), 100 µm (b), 50 µm in (c), 10 µm in (d) and 5 µm in (e).

### 3D Cultured Cells Morphologically Resemble Cells from Freshly Dissected SCG Tissue

Cell morphology was investigated with confocal images of calcein stained cells taken with higher magnification (60X) oil lens and quantitative cell morphology measurements were processed by SimplePCI 2000 software (Fig. 2a–e). Calcein is a cytoplasmic marker which gives a clear outline of intact cells thus can be utilized for cell morphological observation [22], [24]. Detailed results are presented in Tables 1 and 2. We used neurite density (the number of neurites per cell), neurite length, cell soma section area & roundness to characterize the cell morphology. Roundness, characterized by the circularity shape factor, calculated as: 4*Pi*area/perimeter^2^. Fig. 2a and 2b are SCG cells cultured on 2D surfaces, two and seven days after plating, respectively, while Fig. 2c and 2d are the same cells in 3D polymer scaffolds with same number of days in culture. As shown, on day 2 after plating, a few cells in 3D scaffolds had already developed short neurites and most cells were still round (Fig. 2c). Compared to the cells on 2D substrates (Fig. 2a), 3D cell neurite density was lower (0.7 vs. 2.4), and the neurites were shorter (10.9±3.2 µm vs. 38.9±17.7 µm, *p* = 7.88e−7). In comparison to that on 2D substrates, cells on 3D scaffolds spread poorly with smaller cell soma section area (90.0±22.3 µm^2^ v.s.149.8±59.3 µm^2^, *p* = 4.56e−6) and larger soma section roundness (0.81±0.05 vs. 0.51±0.11, p = 1.16e−15). In addition, a number of cells were found forming clusters which was not observed in 2D cells. On day 7 after plating, more neurites were observed among both 2D and 3D cells (Fig. 2b and 2d), with increased neurite lengths of 63.6±36.1 µm (*p* = 5.75e−10) and 25.2±13.8 µm (*p* = 0.001) respectively. The spreading condition of cells on 2D remained unchanged with comparable cell soma section area and roundness to the day 2 cells. However, the cells on 3D scaffolds were more spread with larger soma section area (144.5±56.9 µm^2^, *p* = 1.03e−4) and had lower roundness (0.64±0.15, *p* = 7.89e−6). The significant morphological difference between 2D and 3D cells observed on day 2 still existed among day 7 cells.

**Table 1:** Cell morphology on 2D substrates.

Days in culture	Neurite density	Neurite length	Soma section area	Soma section roundness
Day 2	121/50 = 2.4	38.9±17.7 µm (n = 121)	149.8±59.3 µm^2^ (n = 50)	0.51±0.11 (n = 50)
Day 7	88/11 = 8.0	63.6±36.1 µm (n = 88)*	134.5±72.1 µm^2^ (n = 11)	0.54±0.11 (n = 11)

* value was significantly different from that for Day 2 (p<0.05).

**Figure 2:**
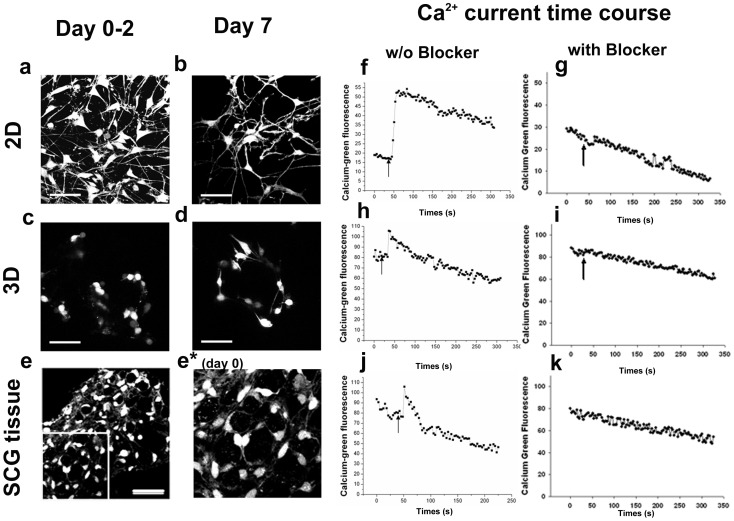
Cell morphology and high K^+^ depolarization induced intracellular calcium changes. Cell morphology was observed with a live cell indicator and cytoplasmic marker Calcein AM (a–e). Fluorescent images were captured by laser scanning confocal microscopy. (a) and (b) are confocal images of cells on 2D substrates on day 2 and day 7 after plating, respectively. (c) and (d) are volume rendered confocal depth projection images of cells on 3D PS scaffolds on day 2 and day 7 after plating, respectively. (e) is a volume rendered confocal image of the cells in a intact SCG tissue. (e*) is a blow-up of the insert in (e) to easily compare the morphology to that in (d). Bars represent 50 µm in all these 5 images. High K^+^ depolarization induced intracellular calcium changes were studied by Calcium Green, a calcium indicator (f–k). Intracellular calcium were reflected by Calcium Green’s fluorescent intensities and recorded by Confocal microscopy every 3 seconds. Shown in (f) and (h) are the typical calcium time course in responses to high K^+^ (50 mM) depolarization on 2D substrates and 3D PS scaffolds, respectively for day 2 cultures. (j) shows calcium time course from a typical responsive cell in an intact SCG tissue after dissection. (g), (i) and (k) are the typical calcium time course when calcium transient was suppressed by L-type calcium blocker from 2D, 3D and tissue samples, respectively. Arrows show the times points when high K^+^ buffer was added. The general decreasing trend of fluorescence intensity was resulting from photo-bleaching during recording.

**Table 2:** Cell morphology on 3D PLLA substrates.

Days in culture	Neurite density	Neurite length	Soma section area	Soma section roundness
Day 2	11/16 = 0.7	10.9±3.2 µm (n = 11)#	90.0±22.3 µm^2^ (n = 16)#	0.81±0.05 (n = 16)#
Day 7	60/14 = 4.3	25.2±13.8 µm (n = 60)* #	144.5±56.9 µm^2^ (n = 14)*	0.64±0.15 (n = 14)* #

* value was significantly different from that for Day 2 (p<0.05).

# value was significantly different from that for 2D in Table 1.

Generally cells in 3D scaffolds developed shorter neurites and were less spread than the 2D cultured cells. The 3D cultured cell morphology (Fig. 2d) more closely mimicked the cell morphology found in freshly dissected intact SCG tissue (Figs. 2e and 2e*). The above differences between 2D versus 3D cultured cells suggested that polymer scaffolds can promotes cell attachment and differentiation that differs from what was observed with 2D substrates, which is consistent with conclusions from previous work [6], [7], [15], [25].

### VGCC Functionality

Previous studies done by our group and others have shown differences in calcium currents between intact and dissociated adult mouse SCG cells [26], and difference in VGCC function between 2D and 3D cultured human neuroblastoma cells or differentiated neural progenitor cells in collagen hydrogels, cytodex microbead scaffolds and polymer scaffolds [6], [7], [15], [25]. We reasoned that comparing VGCC functionality as reflected by calcium transient in response to high K^+^ (50 mM) depolarization is a convenient first step in confirming 3D and *in vivo* similarities. The time course intracellular calcium concentration was recorded as fluorescence of the membrane permeable dye Calcium Green-1 AM with a confocal laser scanning microscope. Fig. 2 (f–k) shows the typical time course changes in Calcium Green-1 AM fluorescence intensity under different conditions. Fig. 2f, 2h and 2j are responsive cells upon stimulation with high K^+^ on 2D substrates (f), 3D scaffolds (h) and intact SCG tissue (j). A cell was considered responsive only when it showed an increase in fluorescence intensity of 15% or higher over the basal fluorescence intensity level. The magnitudes of the response from each cell were expressed as a peak fractional increase over basal fluorescence intensity (F−Fo)/Fo, where F is the peak fluorescence intensity and Fo is the basal fluorescence intensity. The percentage and magnitude of cellular VGCC responses to high K^+^ depolarization within cells on 2D substrates, 3D scaffolds and intact SCG tissues are summarized in Fig. 3.

**Figure 3:**
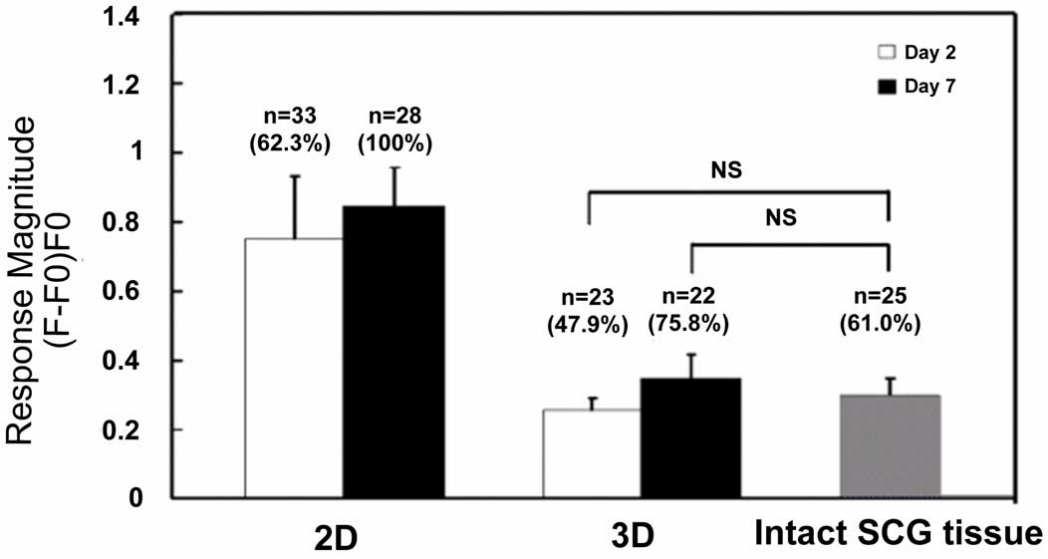
Cellular VGCC functionality. “NS” indicates that the means of the two samples compared are not significantly different with a level of p>0.8 by Student’s t-test. “n” is the number of responsive cells. The percentage of responsive cells from the total cell pool is indicated in parenthesis. 3D cells were cultured in PLLA scaffolds. Error bars are the 95% confidence intervals.

On day 2 after plating, 62.3% and 47.9% of cells on 2D substrates and 3D scaffolds respectively, were responsive to high K^+^ HBS buffer. The 3D cultured cells’ response magnitude was 0.26±0.08, which is much lower than the 2D cultured cells’ response magnitude of 0.75±0.54 (p = 0.0012). On day 7 after plating, the percentage of responsive 2D cultured cells increased to 100% as all the 28 cells measured had response to high K^+^ buffer, with the response magnitude increasing to 0.84±0.32, although the difference was not statistically significant (p = 0.43). The percentage of responsive cells on 3D scaffolds increased to 75.8% with the response magnitude increasing to 0.34±0.14 (p = 0.01). As with results on day 2, the response magnitude of cells on 3D scaffolds on day 7 was still significantly lower than that of cells on 2D substrates (*p* = 7.40e−7). It was interesting to observe that both the response magnitudes of 3D cells on day 2 and day 7 were not significantly different from that of cells in intact SCG tissue, which was 0.30±0.11 from 25 responsive cells from a pool of 41 cells (*p* = 0.88 and 0.80 respectively). Assuming that the cells in intact SCG tissue were not very different from cells *in vivo*, this observation provides evidence in support of the speculation that many cellular responses observed in 2D are probably exaggerations of *in vivo* function [27]. We are comfortable with the above assumption for several reasons. First, we made every effort to minimize the time between dissection and recording (below 60 min) and we maintained the tissue under physiological conditions (HEPES Buffer Saline with 3% Fetal Bovine Serum). Second, our approach is similar to investigations that utilize brain slices [28] and other peripheral nerve tissues [20], where *in vivo* similarity is well accepted.

It is well known that there are different types of VGCCs which are structurally homologous [29], [30]. Among those VGCCs, the dihydropyridine (DHP)-sensitive L-type channels and the currents caused by L-type VGCC have been thoroughly investigated and several related reviews have been published [31], [32], [33]. The high affinity of DHPs for the channels is a powerful test to differentiate L-type VGCC from non-L-type VGCC [34]. It has been shown that calcium transient induced by high potassium depolarization was mainly through L-type VGCC in neuronal cells [35], [36], [37]. We utilized a DPH class L-type VGCC blocker, Amlodipne besylate, to see if L-type VGCC was indeed the major player in our system. Amlodipne besylate is a well developed L-type calcium channel blocker that is marketed as an anti-hypertensive drug and for the treatment of angina. Amlodipne besylate has low cyto-toxicity; we have observed no cell death after treatment (5 µM for 90 minutes). Treated cells were depolarized with high K^+^ buffer and intracellular calcium concentration changes were followed with Calcium-Green florescence. After treated with the inhibitor, no cells were observed to be responsive, with little or no fluorescence increase observed (Fig. 2g, 2i and 2k), confirming that the calcium transient observed was indeed mainly due to L-type VGCC gating.

### VGCC mRNA Expression and Protein Localization

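Messenger RNA was measured in cells of the superior cervical ganglion (SCG), a sympathetic ganglion, of CD1 mice. The cells had grown for 5 days on a flat surface (2D) or in polystyrene scaffolds (3D), and freshly dissected SCG tissue was measured beside them. Each of the 3 groups has 4 biological replicates, so that 12 Affymetrix Mouse Genome arrays were analysed. The authors summarised the probes of each array with the RMA algorithm in Expression Console, which corrects the background, makes the distributions of the arrays alike by quantile normalization and gives a log2 value for each probe set. RMA values carry no detection call, so the fold of a dim probe set is an estimate close to background. The 64 control probe sets were left out. Of the 45037 tested, 34945 carry 1 gene symbol, 932 carry several, and 9160 are not named here. Each of 18193 genes was represented by the probe set of its own with the highest mean over the 12 arrays. Pairs of groups were compared on the log2 scale with limma, with Benjamini-Hochberg adjustment over all probe sets tested and a threshold of 0.05 on the adjusted p. The number of arrays limits the precision. The typical gene had a residual SD of 0.17 between 3D and 2D arrays, 0.33 between tissue and 2D arrays and 0.29 between tissue and 3D arrays. The sample labels give an age of 21 days where the methods name neonatal mice. For the 2D cultures the labels name a polystyrene Petri dish, the paper's results name glass or polystyrene, and the methods name glass bottom dishes.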

To explore what could possibly be the reason of the lower calcium transient in 3D cultured cells and tissue, we examined the L-type calcium channel mRNA expression level with microarray gene chips. VGCC are formed as a complex from several different subunits: α_1_, α_2_δ, β_1–4_, and γ_1–8_. The α_1_ subunit forms the ion conducting pore while the associated subunits have several functions including modulation of gating. α_1_ subunit is also the major subunit that differentiates VGCC types. For L-type VGCC, there are four different α_1_ subunits, i.e. Ca_v_1.1 (*CACNA1S*), Ca_v_1.2 (*CACNA1C*), Ca_v_1.3 (*CACNA1D*) and Ca_v_1.4 (*CACNA1F*). 

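None of the 4 L-type pore genes passed the test between 3D and 2D cultured SCG cells. Cacna1c, which codes for Ca_v_1.2, the main L-type pore of heart muscle and of many neurons, had a mean expression level of 7.42 ± 0.77 (SD, n = 4) in 2D and 7.05 ± 0.30 (SD, n = 4) in 3D, a log2 difference of -0.37 (standard error 0.35, adjusted p = 0.719 from limma). Cacna1d, which codes for Ca_v_1.3, a channel that opens at more negative potentials, was at 5.42 ± 0.19 (SD, n = 4) in 2D and 5.55 ± 0.10 (SD, n = 4) in 3D. Cacna1f, known from photoreceptors, was at 6.00 ± 0.21 (SD, n = 4) in 2D and 6.05 ± 0.10 (SD, n = 4) in 3D. Cacna1s, the pore of skeletal muscle, was at 4.03 ± 0.13 (SD, n = 4) in 2D and 4.11 ± 0.07 (SD, n = 4) in 3D, near the lower end of the scale. The log2 difference was 0.13 for Cacna1d (standard error 0.11, adjusted p = 0.674), 0.06 for Cacna1f (standard error 0.11, adjusted p = 0.885) and 0.08 for Cacna1s (standard error 0.09, adjusted p = 0.753). In the exact two-sided permutation test over the 70 ways of splitting 8 arrays, the smallest p of the 4 genes was 0.229, that of Cacna1d, where 0.0286 is the smallest p that 4 arrays against 4 allow. Of the 4 genes, 0 passed limma's test, 0 passed when adjusted over the list alone, 0 passed limma at an unadjusted p under 0.05 and 0 passed the methods' t-test. The 95% confidence interval of the difference ran from -1.16 to 0.42 for Cacna1c and from -0.12 to 0.28 for Cacna1s, so that these arrays bound the difference of Cacna1c less closely. The arrays read all cells of a culture together, so these intervals do not bound a difference within neurons. Among the culture arrays Cacna1c read highest on 2D replicate 4 (8.29). There the listed pan-neuronal genes were lowest, with a median difference from the culture means of -0.95. Which cells gave the Cacna1c signal was not tested.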

Surprisingly we did not observe significant differences between 2D and 3D cultured SCG cells for all four α_1_ subunits (Fig. 4a). 

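Cacna1s rose in freshly dissected SCG tissue against both cultures. Its mean expression level in tissue was 4.84 ± 0.42 (SD, n = 4), a log2 difference of 0.81 from 2D cultured cells (standard error 0.22, adjusted p = 0.0299 from limma), or 1.75-fold, and of 0.73 from 3D cultured cells (standard error 0.21, adjusted p = 0.0253). All 4 tissue arrays read higher than all 8 culture arrays, which read from 3.87 to 4.19. Some transcripts of skeletal muscle were high on 3 of the tissue arrays. Myh1, a myosin heavy chain of fast muscle fibres, read 11.23, 10.94 and 10.26 on tissue replicates 2, 3 and 4, where Cacna1s read 4.91, 5.13 and 5.10. On tissue replicate 1 Myh1 read 4.38 and Cacna1s 4.22. Tnnc2, the troponin C of fast fibres, read 4.24 on tissue replicate 1 and at least 8.15 on the other tissue arrays. Casq1, the calcium buffer of the sarcoplasmic reticulum, read 7.03 on tissue replicate 1 and at least 8.78 on the others. Other muscle genes were lower on tissue replicate 3, where Cacna1s read highest. There Mylpf, a myosin light chain, read 5.22, within the 5.01 to 5.23 of the cultures, and Acta1, the actin of skeletal muscle, 6.31. On tissue replicates 2 and 4 they read 7.93 and 9.03 (Mylpf) and 8.98 and 10.63 (Acta1). Cacna1c (7.21 ± 0.23, SD, n = 4), Cacna1d (5.55 ± 0.24, SD, n = 4) and Cacna1f (6.06 ± 0.34, SD, n = 4) did not pass the test in tissue, with adjusted p = 0.664, 0.581 and 0.830 against 2D and 0.517 as the smallest adjusted p against 3D. Another, dimmer probe set of Cacna1d was higher in tissue, by 1.42 on the log2 scale against 2D (standard error 0.21, adjusted p = 0.00292) and by 1.59 against 3D (standard error 0.17, adjusted p = 2.30e-04). Of the 4 genes, 1 passed against each culture, also when adjusted over the list alone and by the methods' t-test without adjustment. The call of Cacna1s against 2D was lost without 2D replicate 1 (adjusted p = 0.0827), 2D replicate 2 (0.0788), 2D replicate 4 (0.0703), tissue replicate 2 (0.0814) or tissue replicate 4 (0.0522). The call against 3D was lost without tissue replicate 2 (0.0653) or without 3D replicate 1 (0.0678), 2 (0.0580), 3 (0.0640) or 4 (0.0640). Without tissue replicates 2 and 3, left out after seeing the data, the log2 difference was 0.63 (adjusted p = 0.119) against 2D and 0.55 (adjusted p = 0.0702) against 3D. Cyclic loess normalization gave a log2 difference of 0.53 (adjusted p = 0.0624) against 2D and of 0.46 (adjusted p = 0.0670) against 3D. Array weights gave 0.45 (adjusted p = 0.0351) against 3D.

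**Figure D1:**
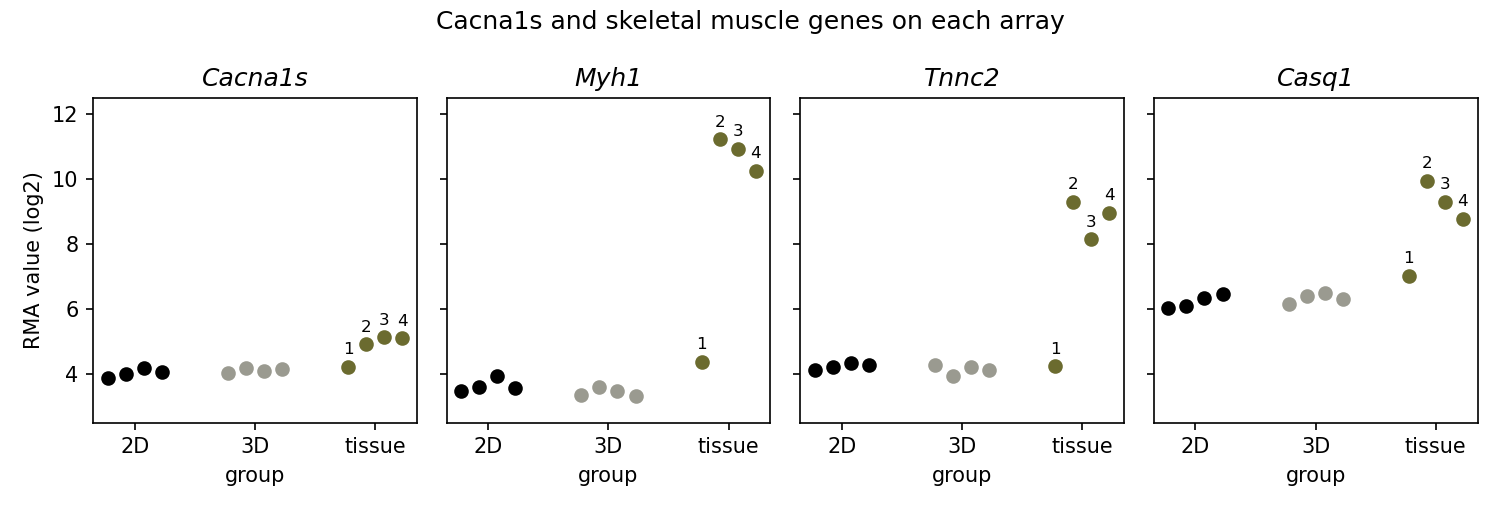
RMA expression level (log2, vertical axis) of Cacna1s and of the skeletal muscle genes Myh1, Tnnc2 and Casq1 in 2D cultures, 3D cultures and SCG tissue. Each point is 1 array, and the digits beside the tissue points are the replicate numbers. Tissue replicate 1 lies near the cultures for Cacna1s (4.22), Myh1 (4.38) and Tnnc2 (4.24).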

The mRNA levels for most of α_1_ subunits from SCG did not differ from the cultured cell samples either, with only Ca_v_1.1 (*CACNA1S*) slightly upregulated (significant at 0.05 level). Since L-type voltage gated calcium channel is composed of four different subunits, the expression of other subunits can be also very important in determining the expression of the whole channel. Thus we also examined the expression of α_2_δ (CACNA2D2), β (four family members β1 to β4 coded as CACNB1 to CACNB4) and γ subunits (eight members, γ1to γ8 coded as CACNG1 to CACNG8). 

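Between 3D and 2D cultured cells none of the 12 measured genes of the α_2_δ, β and γ subunits passed the test, while several were higher in SCG tissue than in the cultures. Cacna2d2, which codes for an α_2_δ subunit that helps bring channels to the cell surface, had a mean expression level of 10.27 ± 0.33 (SD, n = 4) in tissue, 7.25 ± 0.49 (SD, n = 4) in 2D and 6.74 ± 0.34 (SD, n = 4) in 3D. Tissue was higher than 2D by 3.02 on the log2 scale (standard error 0.27, adjusted p = 2.47e-04 from limma), or 8.08-fold, and higher than 3D by 3.53 (standard error 0.22, adjusted p = 1.53e-05). Cacnb4, a cytoplasmic β subunit that aids the transport and gating of the pore, rose from 6.73 ± 0.50 (SD, n = 4) in 2D and 6.75 ± 0.13 (SD, n = 4) in 3D to 8.39 ± 0.28 (SD, n = 4) in tissue (adjusted p = 0.00373 and 1.78e-04). The γ subunit genes Cacng4 and Cacng7, whose proteins also regulate AMPA receptors, were higher in tissue than in 2D by 0.76 (standard error 0.22, adjusted p = 0.0382) and 0.67 (standard error 0.19, adjusted p = 0.0336). Against 3D, Cacng4 (0.95, adjusted p = 0.00546), Cacng7 (0.72, adjusted p = 0.0117), Cacng2 (0.95, adjusted p = 0.00221), Cacng8 (0.94, adjusted p = 0.00553) and Cacnb1 (0.94, adjusted p = 0.0194) were higher in tissue. Cacng2 against 2D was at 0.66 (adjusted p = 0.0547), and Cacng3 against 3D at -0.84 (adjusted p = 0.0533). In all, 4 of 12 rose and 0 fell in tissue against 2D (5 higher when adjusted over the list alone), and 7 rose and 0 fell against 3D (8 higher and 1 lower when adjusted over the list alone). The methods' t-test without adjustment gave 6 and 9 genes. As a set these genes ranked higher in tissue than other genes by camera with a preset correlation against 2D (adjusted p = 0.00434) and 3D (adjusted p = 0.00146), with adjusted p = 0.372 and adjusted p = 0.118 with an estimated correlation. Some neuronal markers were higher beside them, 7 of 30 pan-neuronal and 9 of 19 sympathetic genes against 2D, and 17 and 14 against 3D. By camera with an estimated correlation these 2 lists had adjusted p = 0.619 and 0.494 against 2D and 0.380 and 0.328 against 3D. The median log2 difference of tissue from 2D and from 3D was 0.52 and 0.83 for the subunit genes, 0.77 and 1.2 for pan-neuronal genes and 1.18 and 1.88 for genes of sympathetic neuron identity. Between 3D and 2D the smallest adjusted p was 0.489, that of Cacna2d2 (log2 difference -0.52). By limma 0 of 12 genes passed, 0 when adjusted over the list alone, 0 at an unadjusted p under 0.05 and 0 by the methods' t-test. Without 2D replicate 4 and 3D replicate 1, left out after seeing that they lay far from their groups, Cacna2d2 (-0.88, adjusted p = 0.0232) and Cacnb1 (-0.99, adjusted p = 0.0422) were lower in 3D than in 2D. Probe sets of 1 gene differed, since 2 dimmer probe sets of Cacna2d2 did not pass in tissue against 2D (0.12, adjusted p = 0.580, and -0.04, adjusted p = 0.849). With the mean of its probe sets Cacna2d2 was at 1.03 against 2D (adjusted p = 0.00104) and 1.17 against 3D (adjusted p = 5.33e-05). Another probe set of Cacng8 was lower in tissue (-0.64, adjusted p = 0.0232 against 2D, and -0.63, adjusted p = 0.0102 against 3D). Some dimmer probe sets of the other genes named also missed the threshold. For Cacnb4 1 of 2 did so, at 0.29 against 2D (adjusted p = 0.647) and 0.65 against 3D (adjusted p = 0.268). Another of Cacng7 was at 0.44 against 2D (adjusted p = 0.156) and 0.54 against 3D (adjusted p = 0.0600), and another of Cacng4 at 0.54 against 2D (adjusted p = 0.0541). Against 3D, 2 others of Cacng2 were at 0.56 and 0.16 (adjusted p = 0.171 and 0.436), and 3 others of Cacnb1 at 0.35, -0.07 and -0.33 (adjusted p = 0.0783, 0.796 and 0.138). Against 2D the count of 4 came to 2 without 2D replicate 1, 2 or 4 or tissue replicate 2 or 4. There Cacng4 had adjusted p = 0.0831, 0.0882, 0.102, 0.0785 and 0.0569. In the same order Cacng7 had adjusted p = 0.0915, 0.0866, 0.0944, 0.0590 and 0.0530. Without tissue replicate 1 Cacng4 had adjusted p = 0.0596. Cacng2 passed against 2D without 2D replicate 3 (0.78, adjusted p = 0.0471), and Cacng3 fell against 3D without tissue replicate 4 (-1.05, adjusted p = 0.0170). Without tissue replicates 2 and 3, left out after seeing the data, 3 genes were higher against 2D, with Cacng7 at adjusted p = 0.0647, and 7 were higher and 1 lower against 3D. Against 3D, Cacnb1 was lost without 3D replicate 2 (adjusted p = 0.0563), 3 (0.0573) or 4 (0.0588). With the mean of the probe sets of the gene it was lost (0.180), as Cacng8 was (0.410), and Cacng2 was lost with the probe set of highest SD (0.171) and was at 0.56 with the mean (adjusted p = 0.0199). Against 2D, Cacng7 was lost with the mean of its probe sets (0.555, adjusted p = 0.0532). Cacng4 was lost against 2D with the replicate number as a block (adjusted p = 0.0833).

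**Figure D2:**
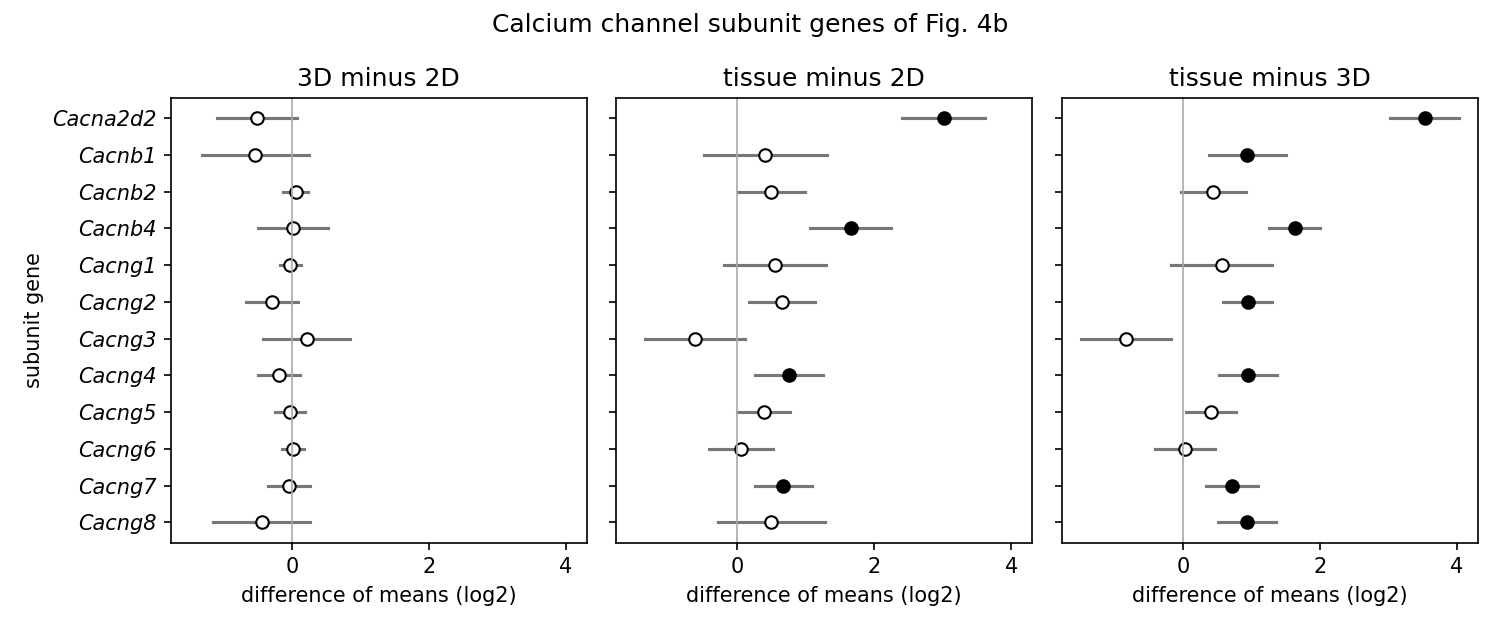
Difference of mean expression levels (log2, horizontal axis) of the 12 measured subunit genes of Fig. 4b, for 3D minus 2D, tissue minus 2D and tissue minus 3D. Points are estimates from 4 arrays against 4, lines are 95% confidence intervals, and filled points are past the adjusted threshold of 0.05. Cacna2d2 lies farthest from 0 in tissue, at 3.02 and 3.53.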

Again, we did not observe any significant difference in mRNA expression for those subunits (Fig. 4b).

**Figure 4:**
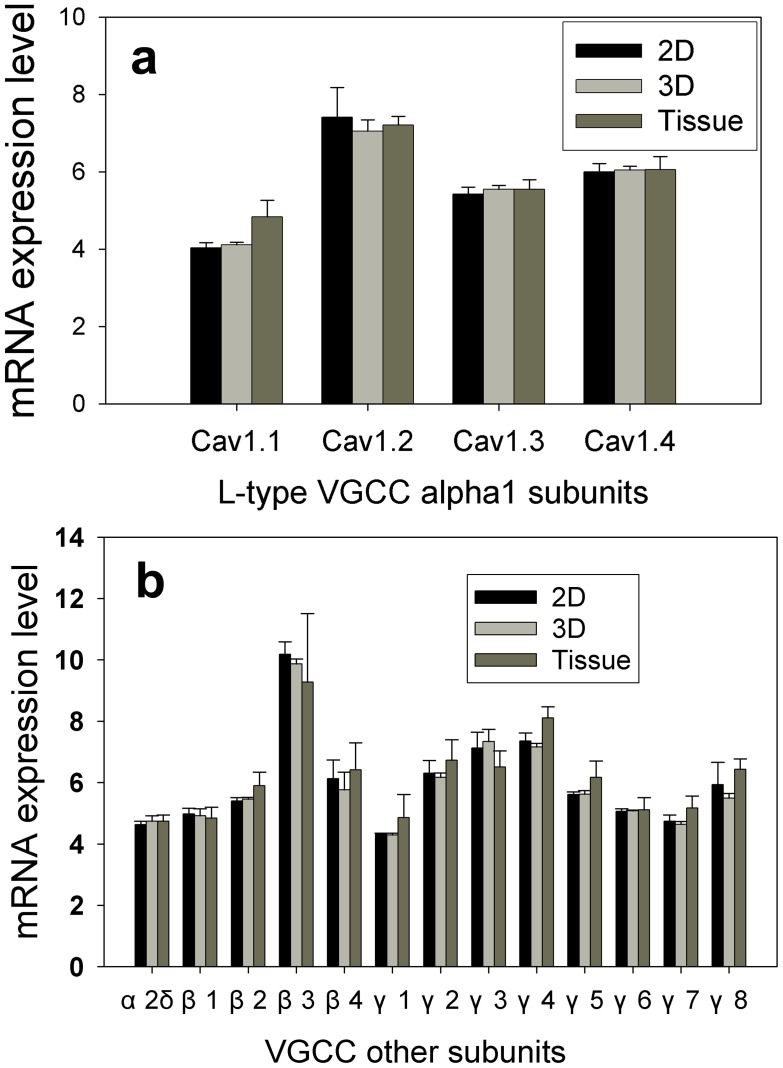
Microarray gene analysis results. Whole genome analysis was performed for SCG cells in 2D and 3D after 5 days in culture or in freshly dissected SCG tissue. Gene expression levels of L-type VGCC alpha 1 subunits (a) and other common subunits in VGCC (b) are presented here. The final gene expression levels were averaged from analysis of four biological replicates in each experimental condition (2D, 3D and tissue) (n = 4). Error bars represent the standard deviation. # Indicates the mean of expression level from tissue sample was significantly different from that of 2D or 3D cultures (in PS scaffolds) with p<0.05 by Student’s t-test.

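Most of the genes listed for cell division, for the immediate early response and for hypoxia fell in SCG tissue against the cultures, and some of those of sympathetic neurons and of endothelium rose. With an estimated correlation camera called 0 of 29 lists against 2D (5 at an unadjusted p under 0.05) and 0 against 3D (8 at an unadjusted p under 0.05), while fry called 13 and 20. Of 29 cell cycle genes listed, 26 fell in tissue against 2D (27 when adjusted over the list alone) and 27 against 3D (28 when adjusted over the list alone), and 0 rose. Top2a, a topoisomerase of dividing cells, fell by 4.42 on the log2 scale against 2D (standard error 0.18, adjusted p = 1.11e-05 from limma), and Ccnb2, a cyclin of mitosis, fell by 4.27 (standard error 0.18, adjusted p = 1.11e-05). Top2a was at -1.42 with the mean of its probe sets (adjusted p = 0.00137). For the set, adjusted p = 0.240 against 2D and adjusted p = 0.0817 against 3D with an estimated correlation. Of 19 immediate early genes, 12 fell against 2D (14 lower and 1 higher when adjusted over the list alone), and 15 fell and 1 rose against 3D, among them Atf3, a transcription factor that injured neurons switch on (-4.70, adjusted p = 2.11e-05 against 2D), and Ccn1 (-3.55, adjusted p = 6.35e-05 against 2D). With an estimated correlation this set had adjusted p = 0.299 against 2D and adjusted p = 0.0817 against 3D. The number of its genes that rose against 3D was 0 without 3D replicate 1. Of 22 genes of the hypoxia response, 13 fell in tissue against 2D (13 lower and 1 higher when adjusted over the list alone), among them the glycolytic enzyme gene Hk2 (-3.38, adjusted p = 3.25e-04) and Stc2 (-2.85, adjusted p = 3.28e-04; -4.94 with the probe set of highest SD), with adjusted p = 0.240 with an estimated correlation for the set. Against 3D, 12 fell and 2 rose (13 lower and 2 higher when adjusted over the list alone), with adjusted p = 0.172 with an estimated correlation. Without 3D replicate 2 the number that fell against 3D was 7, and the number that rose was 1 without 3D replicate 2, 3 or 4 or tissue replicate 2. By camera with a preset correlation the hypoxia set was called against 3D (adjusted p = 0.00847). That call was lost with cyclic loess (adjusted p = 0.0665) and without dim probe sets (adjusted p = 0.0557). Against 2D, Il6, an inflammatory cytokine, fell by 7.63 (standard error 0.22, adjusted p = 1.65e-06) and the chemokine genes Cxcl5 and Ccl2 by 7.19 and 6.19 (adjusted p = 3.25e-04 and 2.13e-04). Timp1, an inhibitor of matrix proteases, fell by 6.22 against 2D (adjusted p = 3.91e-05) and Gdnf, a neurotrophic factor, by 5.75 (adjusted p = 1.97e-05). Of 19 genes of sympathetic neuron identity, 9 rose in tissue against 2D (10 when adjusted over the list alone) and 14 against 3D, and 0 fell. Among them the transcription factor genes Gata2, Tfap2b and Isl1 rose by 2.45, 2.25 and 2.37 against 2D (adjusted p = 3.78e-04, 9.07e-04 and 0.00240). With an estimated correlation the set had adjusted p = 0.494 against 2D and adjusted p = 0.328 against 3D. Of 30 pan-neuronal genes, 7 rose against 2D (7 when adjusted over the list alone) and 17 against 3D. The set had adjusted p = 0.619 against 2D and adjusted p = 0.380 against 3D with an estimated correlation. Rbfox3, the gene of the marker NeuN, was at 2.01 (adjusted p = 0.00172 against 2D). Of 12 endothelial genes, 7 rose against 2D (8 when adjusted over the list alone), with adjusted p = 0.240 with an estimated correlation. The tight junction gene Cldn5 was at 1.79 (adjusted p = 3.25e-04) and Plvap at 1.86 (adjusted p = 0.00146). Of 12 pericyte and smooth muscle genes, 3 rose and 4 fell against 2D (3 and 4 when adjusted over the list alone), with a median log2 difference of -0.64 and adjusted p = 0.766 with an estimated correlation. Of 25 fibroblast and matrix genes, 4 rose and 10 fell (5 and 13 when adjusted over the list alone), with a median of -1.36 and adjusted p = 0.631 with an estimated correlation. Cdh1 and Cldn1, junction genes of epithelia, rose by 4.99 and 5.14 (adjusted p = 7.95e-05 and 1.61e-04). Cldn1 was at 1.54 with the mean of its probe sets (adjusted p = 2.03e-04), and likewise Rbfox3 at 0.99 (adjusted p = 0.00472) and Tfap2b at 1.43 (adjusted p = 0.0288). By limma 1796 genes rose and 2597 fell in tissue against 2D, and 2815 rose and 3660 fell against 3D. Tissue replicates 2 and 3 had the highest 3' to 5' differences of the control transcripts, and without both, left out after seeing the data, the counts were 1839 and 2229 against 2D and 4137 and 4483 against 3D. Of the lists, 28 cell cycle, 10 immediate early and 11 hypoxia genes were then lower against 2D. There were 6 sympathetic, 6 pan-neuronal and 9 endothelial genes higher against 2D, and 26 pan-neuronal genes higher against 3D. Against 2D 3 pericyte and smooth muscle genes were higher and 3 lower, and 5 fibroblast and matrix genes higher and 9 lower, with a median of -0.35 for the latter list. The counts higher and lower against 2D were 1082 and 1706 without 2D replicate 1, 868 and 1555 without 2D replicate 2, 1010 and 1564 without 2D replicate 4 and 894 and 1475 without tissue replicate 2. Those higher against 3D were 1842 and 1817 without 3D replicate 2 and 4. Without tissue replicate 2 the sympathetic and the pan-neuronal count against 2D both came to 4.

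**Figure D3:**
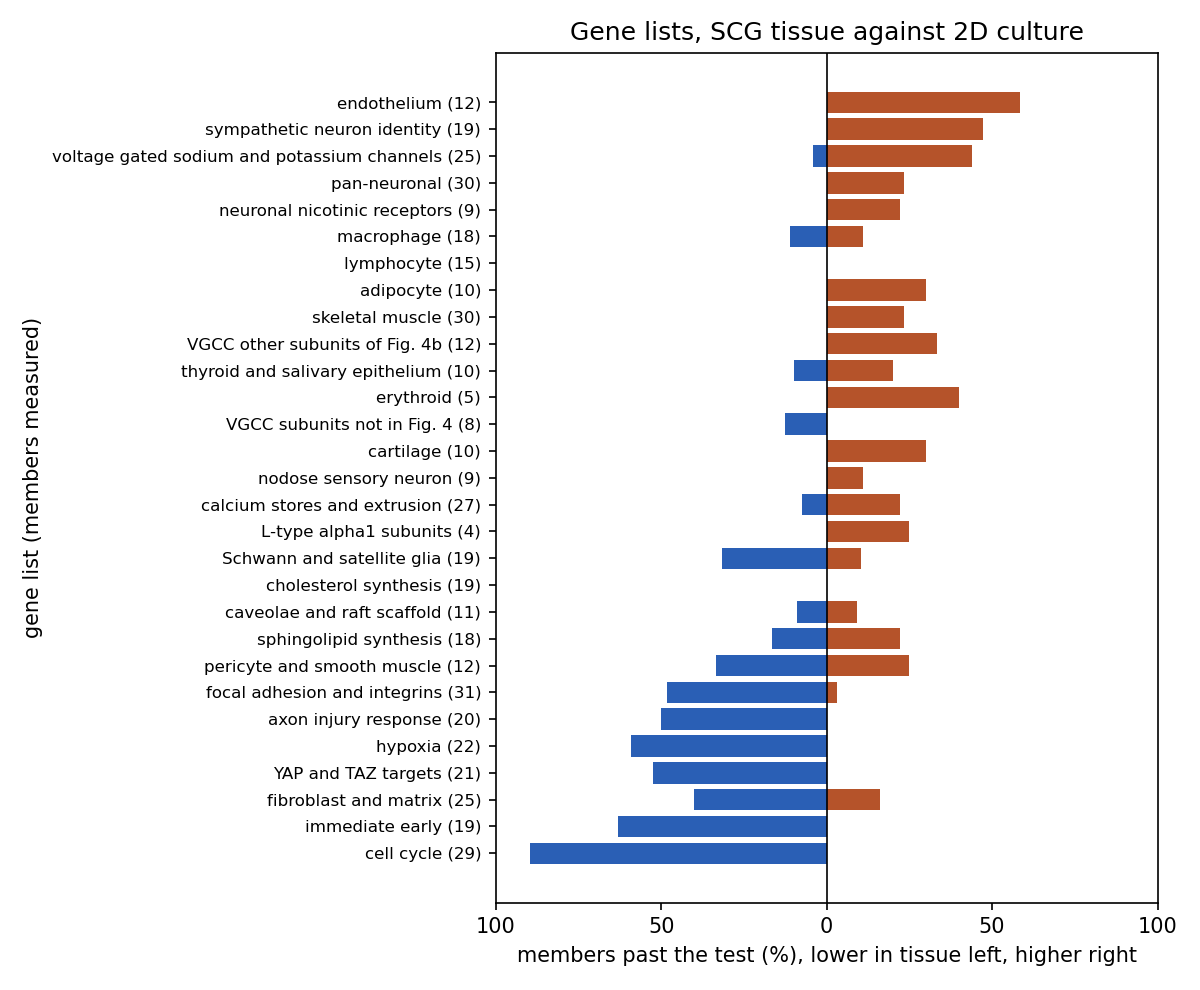
Share of the measured members of each of 29 gene lists (%, horizontal axis) that were past limma's adjusted threshold of 0.05 in SCG tissue against 2D culture, with 4 arrays in each group. Bars to the left are members lower in tissue, bars to the right members higher in tissue, and the number of measured members stands beside each list. The cell cycle list lies farthest to the left, with 26 of 29 members lower.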

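The 4 replicates were closest to each other in 3D and farthest apart in SCG tissue. The median SD of a gene was 0.12 in 3D, 0.19 in 2D and 0.37 in tissue, and the median correlation across probe sets between 2 arrays of a group was 0.995 in 3D, 0.979 in 2D and 0.963 in tissue. Within tissue, the control transcripts of Gapdh, a glycolytic enzyme, read higher with the 3' than with the 5' probe set by 3.45 on replicate 2 and 3.05 on replicate 3, and by at most 1.27 on the other arrays of all groups. For actin this difference was 3.55 and 4.21 on these replicates and at most 2.21 elsewhere. The SD over all probe sets was 2.14 on tissue replicate 2 and 1.93 on tissue replicate 3, and at least 2.31 on each of the others. The skeletal muscle genes, listed as a possible neighbouring tissue, had a median difference from the culture means of -0.02, 0.99, 0.28 and 1.60 on tissue replicates 1, 2, 3 and 4. Among the cultures, 2D replicate 4 stood apart, and 3D replicate 1 lay between the groups. Over 200 genes chosen without these arrays, on a scale with the 2D mean at 0 and the 3D mean at 1, 2D replicate 4 lay at 1.02 and 3D replicate 1 at 0.41. The median difference from the culture means was -0.95 on 2D replicate 4 for the pan-neuronal genes and between 0.53 and 0.72 on the other 2D arrays, and for the macrophage genes it was 1.37 there and between -1.39 and 0.05 on the others. Cacna2d2 read 6.52 on 2D replicate 4 and at least 7.42 on the other 2D arrays, and Cacnb4 read 5.99 against at least 6.90. These values describe single arrays and were not tested as a difference between groups.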

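The arrays also bound how large a difference between 2D and 3D cultured cells could have gone unseen. The 12 measured subunit genes of Fig. 4b were each taken at the probe set of highest mean. Their 95% confidence intervals of 3D minus 2D ran from -1.31, for Cacnb1, to 0.84, for Cacng3, on the log2 scale. The smallest p of the exact two-sided permutation test among them was 0.143. A dimmer probe set of Cacnb4 reached lower, with an interval from -1.45 to 0.77. Of 8 further calcium channel genes listed, among them Cacna1a, the pore of P/Q-type channels, and Cacna1h, a pore of T-type channels, 0 passed between 3D and 2D by limma, and 0 when adjusted over the list alone. At an unadjusted p under 0.05 there were 2, Cacna1g, another T-type pore, at 0.37 (adjusted p = 0.347) and Cacna1a at -0.55 (adjusted p = 0.406), and the methods' t-test without adjustment gave 1. In SCG tissue Cacna1h fell by 1.19 against 2D (standard error 0.24, adjusted p = 0.0105 from limma) and by 1.41 against 3D (standard error 0.20, adjusted p = 0.00112), while Cacna1a was higher in tissue than in 3D by 0.95 (standard error 0.16, adjusted p = 0.00249). With the mean of the probe sets Cacna1h was at -0.49 and -0.61 (adjusted p = 0.0219 and 0.00396) and Cacna1a at 0.56 (adjusted p = 0.00327). Over all 18193 genes, 3 rose in 3D against 2D and 0 fell. Akr1c18, an enzyme that inactivates progesterone, was higher in 3D by 2.49 (standard error 0.23, adjusted p = 0.0271), or 5.63-fold. Asgr1, a receptor for glycoproteins best known from liver, was higher by 1.46 (standard error 0.11, adjusted p = 0.0170), and Nr4a2, an orphan nuclear receptor that neuronal activity induces, by 1.07 (standard error 0.10, adjusted p = 0.0330). At an unadjusted p under 0.05 limma counted 1377 genes higher and 1000 lower, where chance gives 909.7 in all, and the methods' t-test counted 1316 and 802 without adjustment and 0 after Benjamini-Hochberg adjustment. By camera with a preset correlation, 5 of 29 gene lists ranked lower in 3D. The median log2 difference was -0.60 for sympathetic neuron identity (adjusted p = 8.53e-04), -0.37 for pan-neuronal genes (adjusted p = 0.00157) and -0.82 for pericyte and smooth muscle genes (adjusted p = 0.00334). It was -0.58 for hypoxia genes (adjusted p = 1.54e-04) and -0.29 for cholesterol synthesis (adjusted p = 0.00873). Each of these had adjusted p = 0.962 with an estimated correlation, and 0 lists were past fry (smallest adjusted p = 0.930). Of their members 0 passed over all probe sets (hypoxia 2 higher and 4 lower, pericyte and smooth muscle 2 lower and the others 0 when adjusted over the list alone). The paper turned to these messages to look for the reason of the lower calcium transient in 3D cultures and tissue, and states that the subunits of Fig. 4 showed no significant difference between the cultures. The counts higher and lower in 3D were 62 and 61 without 2D replicate 4, 12 and 3 without 3D replicate 1, 1 and 0 without 2D replicate 2, and 0 and 0 without 2D replicate 1 or without 3D replicate 2, 3 or 4. Array weights gave 651 higher and 553 lower. Without 2D replicate 2, Akr1c18 had adjusted p = 0.0993 and Nr4a2 adjusted p = 0.139, and without 2D replicate 3 both had adjusted p = 0.0518. Nr4a2 was also lost with the mean of its probe sets (0.56, adjusted p = 0.0529). With the replicate number as a block, Akr1c18 (adjusted p = 0.0854), Asgr1 (0.107) and Nr4a2 (0.102) were all lost. Without 2D replicate 1 the adjusted p of the set was 0.0939 for sympathetic neuron identity and for pericyte and smooth muscle, 0.256 for pan-neuronal genes and 0.223 for cholesterol synthesis, and without 2D replicate 2 it was 0.0501 for pan-neuronal genes. Without 2D replicate 4 and 3D replicate 1, left out after seeing that they lay far from their groups, 446 genes were higher and 911 lower in 3D, with 3 arrays in each group. Among them 21 pan-neuronal, 14 sympathetic, 13 cholesterol synthesis and 8 hypoxia genes were lower and 2 hypoxia genes higher. Also lower were Cacna1a (-0.82, adjusted p = 0.0492) and Cacna2d3 (-1.22, adjusted p = 0.00414), while the pericyte and smooth muscle set had adjusted p = 0.0508. Leaving out arrays because they lie far from their group by itself lowers the spread. For cholesterol synthesis the adjusted p of the set was 0.0792 without 2D replicate 2, 0.0947 without 2D replicate 3 and 0.0808 without 3D replicate 3.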

Although mRNA expression level of all L-type VGCC subunits were not different between 2D and 3D cultured cells, this finding could not rule out the possibility that the VGCC functionality differences are due to channel expression difference. To study if the voltage gated channel protein had been translated from mRNA and how the proteins are localized, we stained the α_1_ subunits of L-type VGCC (Fig. 5a–c) with antibodies. We observed that L-type calcium channel has distinctive localization in 2D cultured cells when compare to 3D and tissue sample. In 2D cultured SCG cells, L-type calcium channels are clustered together, forming bright punctuated morphology (Fig. 5a), while in 3D and tissue SCG cells, they are diffused all over the plasma membrane (Fig. 5b&c), suggesting differences in calcium channel signaling platform architecture.

**Figure 5:**
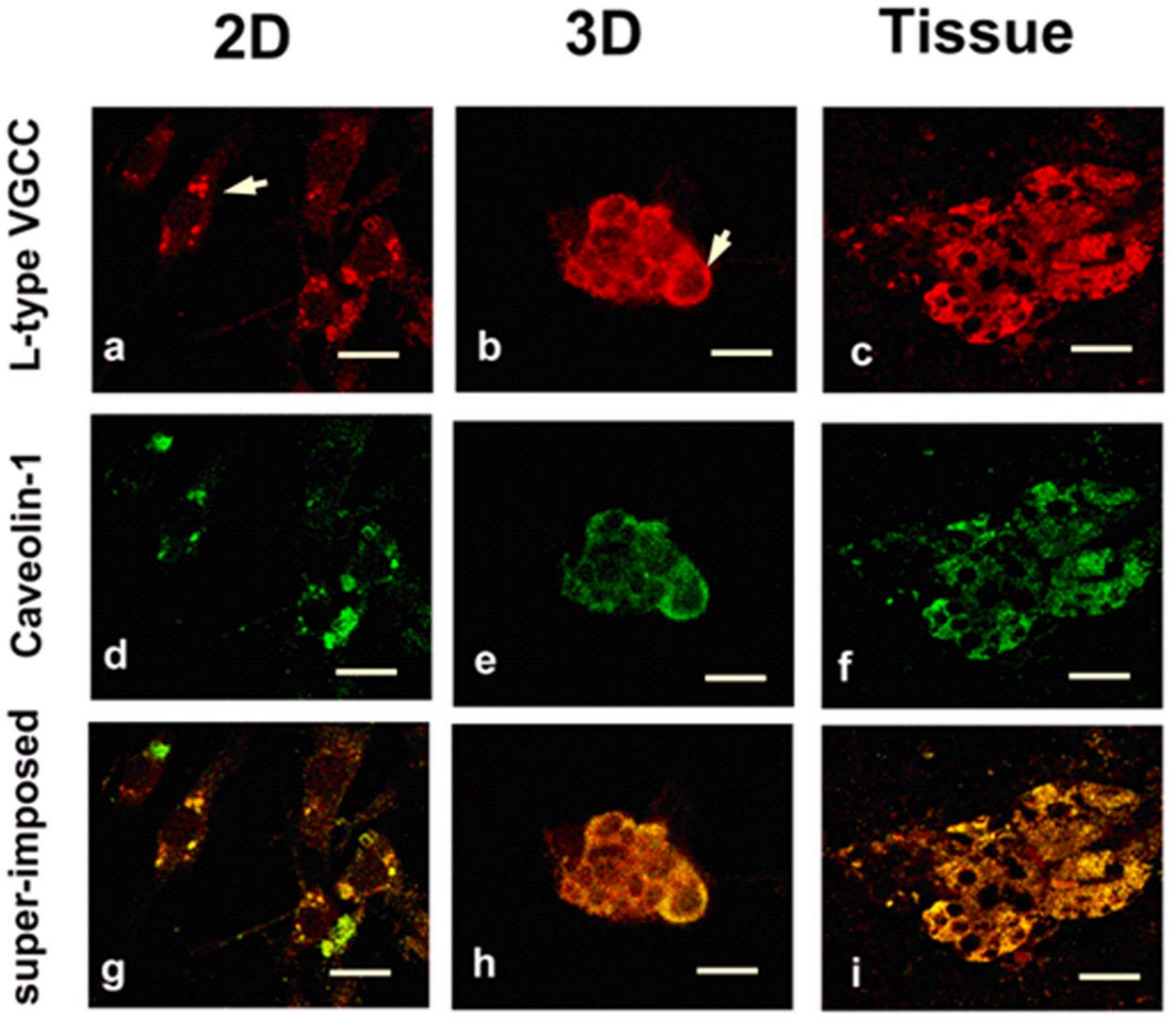
L-type VGCC and caveolin-1 colocalization. (a)–(c) Confocal images of L-type calcium channel staining of SCG cells cultured on 2D surface (a), 3D scaffolds (b) and in freshly dissected SCG tissue (c). Arrows point to one cell. (d)–(f) Confocal images of caveolin-1 (caveolar protein) from SCG cells cultured on 2D surface (d), 3D scaffolds (e) and in freshly dissected SCG tissue (f). (g)–(i) are the super-imposed image of VGCC and caveolin-1 staining, yellow indicates that VGCC protein and caveolin-1 are colocalized. Scale bars are 20 µm.

### Cell Membrane Architecture

Ca^2+^ signaling proteins are known to be concentrated in lipid rafts/caveolar microdomains [38], [39], [40], [41], [42], which are dynamic flask shaped regions of cell membranes enriched with cholesterol and sphingolipid [43]. These microdomains appear to function as unique signal transduction platforms which tend to enrich certain signaling molecules while excluding others [43], [44], [45], [46]. Since lipid raft can concentrate signaling related proteins and facilitate the interaction, they provide a favorable environment for a number of signaling transductions [46]. More importantly, Ca^2+^ signaling has been shown to be initiated from lipid raft microdomains [38], in which Ca^2+^ channels and their regulatory proteins are clustered for regulation of Ca^2+^ mediated cellular function [46], [47], [48], [49], [50]. To examine whether in 2D cultured SCG cells, L-type calcium channels are concentrated more in lipid raft area that can facilitate calcium signaling, we double stained the cells with caveolin-1 antibody and L-type VGCC (Fig. 5a–f). Caveolin-1 is a caveolar protein and has been widely used as a caveolar lipid raft marker [51], [52]. The colocalization of L-type calcium channel and caveolin-1 was demonstrated by superimpose L-type VGCC channel confocal images over caveolin-1 confocal images (Fig. 5.g–i). The yellow color indicates the presence of both VGCC protein and caveolin-1. We observed that caveolin-1 spatial distribution was different between 2D and 3D cultures. In 2D cultured SCG cells, caveolin-1 had a punctuated distribution, while in 3D cultures and tissue it had a more diffused distribution. A similar differential protein spatial distribution pattern (punctuated versus diffused) between 2D and 3D samples has been observed with other proteins, e.g. focal adhesion kinase (FAK) [15], [53]. Integrins stimulate the activation extracellular signal-regulated kinase (ERK) through multiple signal transduction pathways. For example, ERK can be activated through caveolin and several other moieties. Another interesting observation was that caveolin-1 had a stronger signal at the edge of the microtissues formed in 3D scaffolds (Fig. 5e). From Fig. 5 g–i, almost all the red color in 2D samples are well superimposed with green, which indicating that almost all the VGCC proteins are located in caveolar lipid raft areas. However, in 3D and tissue samples some red color outside the green area is observable, indicating that some of the VGCC proteins are outside the caveolar lipid raft area. These results suggest that high calcium signals from 2D samples may result from VGCC proteins being well clustered in the lipid raft area in which they interact with other proteins that enhance their response to high K^+^ depolarization.

## Discussion

Scaffold curvature radius less than 100 µm compromises cell spreading and attachment along the bending direction and form the basis of contact guidance along the cylindrical substrata [25], [53]. In our case, the pore curvature radius falls into the range to produce topographical effects. Another important feature is the inter-connected pores, which can host cell clusters formed by the cells seeded into the same pore. Cells in multi-cellular organizations significantly differ from cells on flat 2D surfaces [54].

In this study, we found that the cell morphology and VGCC function from cells in 3D scaffolds more closely modeled intact SCG tissues in comparison to cells on 2D surfaces. Similar 3D effects have been observed in other 3D cell culture studies. Wang and Good reported that culturing PC 12 neuron–like cells and SHSY-5Y neuroblastoma cells in a rotating bioreactor resulted in formations of cell clusters and inhibition of neural extensions [55]. Wu and others observed a similar phenomenon from SHSY-5Y cells cultured on Cytodex 3 mircobead scaffolds [25]. Furthermore, Webb and others found changes in extra-cellular matrix (ECM)-related gene expression consistent with decreasing cell migration and increasing tissue formation when fibroblast cells were transferred from 2D to 3D culture on porous Tecoflex-derived biomaterials [56], which is similar to the polymer scaffolds we used in this study.

Intracellular calcium transient in response to high potassium depolarization was identical between 3D cultured and intact SCG tissue cells, but significantly different between 3D and 2D cultured cells. The intracellular calcium transient caused by high potassium depolarization was almost fully blocked by L-type voltage gated channel blocker. This is in contrast to previous findings where other non-L-type VGCCs were found to be expressed in SCG cells [57]–[69]. Among all the types of VGCCs, L-type VGCCs are known to couple depolarization of the plasma membrane to a wide range of cellular responses [60]. Ca^2+^ entry via L-type VGCCs triggers activation of the Ryanodine Receptor Type 2 (RyR_2_) in cardiac cells and initiates Ca^2+^-induced Ca^2+^-release [61], which greatly amplifies the cellular calcium transient required for effective initiation of contraction [60]. The similar association of L-type VGCCs and RyR_2_ was also found in rat hippocampus neurons [62]. By blocking L-type VGCCs, we blocked the amplification of cellular calcium transient through Ca^2+^-induced Ca^2+^-release. In neuronal cells, L-type VGCCs were found mainly in cell bodies and proximal dendrites [63], while other types of VGCCs such as P type and N type are more concentrated in nerve terminals and dendrites. In our experiments, we focused our observation on cell bodies only. This is a possible reason behind the observed little or no cellular calcium transient after L-type VGCCs inhibition.

Although mRNA of L-type VGCC subunits were not differently expressed by 3D and 2D cultured cells, immunostaining of L-type VGCC shows that the distribution of VGCC were different between 3D and 2D cultured cells but similar between 3D cultured cells and tissue samples. L-type VGCCs class C alpha subunit (CaV1.2) and class D alpha subunit (CaV1.3) were both found to be concentrated at the cell bodies and proximal dendrites in rat hippocampus and cerebral cortex neurons [63]. These two classes of subunit were observed to have very different distribution patterns, with class D more diffused and class C punctuated. Immunofluorescence staining of hippocampal sections of 2-month-old APP−/− and WT mice showed that CaV1.2 has a more diffused distribution pattern [64]. We speculated that the different pattern of calcium channel distribution may be related to function. Our results provide evidence in support of the hypothesis that some cellular responses under traditional 2D environment are exaggerated [27].

There are no published studies specifically designed to shed light on the mechanisms behind the “2D exaggeration hypothesis.” In terms of VGCC activity, the results presented here point to spatial channel distribution and more specifically punctuated distribution (2D) versus diffused (3D) pattern, which led us to suspect the presence of lipid rafts playing a role in exaggerating the 2D calcium signals. The parallel punctuated/diffuse distribution of caveolin-1 (caveolar lipid raft marker) was consistent with our speculation, pointing to fundamental differences in membrane architecture between 2D and 3D/tissue preparations.

From Fig. 5 (e), a higher caveolin-1 protein signal was observed on the edge of microtissues formed in 3D scaffolds. Cells at the edge of the microtissue are typically in contact with the polymer scaffold’s rigid surface. It is well known that cells in contact with rigid surfaces tend to adapt to the microenvironment and exhibit a more rigid architecture, measured in terms of higher Young’s modulus. One of the most abundant composition of caveolae lipid rafts are sphingolipids containing long, largely saturated acyl chains, which pack more tightly together [65], [66]. Thus lipid raft generally are more compact and rigid. In *in vivo* situation, all cells are in contact with each other and have lower Young’s modulus compared to 2D cells cultured on rigid surfaces. It is reasonable to suggest that 3D cultured cells model *in vivo* conditions better because, with the exception of cells on microtissue aggregate periphery in contact with rigid surfaces, the majority of cells inside the microtissue aggregate are in contact with neighboring soft cells as the case is *in vivo*.

Through use of freshly dissected SCG cells, we have shown that 3D cultured cells emulate the *in vivo* condition, with respect to VGCC function, better than 2D cultured cells. The explanation consistent with our findings is differences in membrane architecture. The practical issue that needs addressing is the meaning of our findings in the context of pre-clinical high throughput screening (HTS) of compounds with 2D versus 3D cell-based assays. In the design and validation of HTS assays, an assessment of the screening data, by measurements such as standard deviation (SD) or coefficient of variation (CV), is critical in determining whether an assay can identify hits with confidence. Zhang et al. [67] introduced the Z’ factor, a simple statistical dimensionless number [Z’ = (3σ_c+_+3σ_c−_)/(|µ_c+_−µ_c−_|)] that evaluates HTS assay quality with respect to identifying hits with a high degree of confidence. Where σ_c+_ and σ_c−_ denote signal standard deviations of positive and negative controls, respectively, and µ_c+_ and µ_c−_ denote signal means of the positive and negative controls, respectively.

Use of Z’ factor is now an accepted industry standard. If the Z’ factor is sufficiently large (>0) at the defined conditions, then the assay can be used in HTS. Typically, a Z’ factor equal or greater than 0.5 characterizes a robust assay for HTS. We have recently used a calcium assay in a 2D/3D comparative study of the type of scaffolds used in this study and a few commercially available 3D plates. As expected, 2D plates exhibited statistically higher Z’ factor (0.79), but all the 3D plates, including one from our laboratory, supported robust assays with all the Z’ factors higher than 0.5 [68]. These results confirmed the expectation that in comparison to 2D, 3D calcium assays are more likely to yield high σ_c+_ and lower µ_c+_ values, resulting in comparatively lower Z’ factors for 3D assays. If a physiologically more relevant 3D cell-based calcium assay exhibit a lower Z’ factor, the physiologically less relevant 2D cell-based calcium assay counterpart is more likely to yield false positive hits. Conversely, more physiologically relevant 3D calcium cell-based assay would be more effective in eliminating false positive hits and as such improve the overall yield from drug screening campaigns. Given that many drugs achieve their efficacy by interacting with membrane-integrated ion channels or their associated receptor-ligand behavior [69], this result brings attention to the potential importance of introducing three dimensional cell-based assays in drug discovery programs.

This study constitutes the first step toward comparing 3D cultures to their *in vivo* counterparts within the cell-based assay HTS context. The results support the following conclusions.

1. Neonatal mouse SCG cells cultured in 3D PLLA or PS scaffolds more closely mimic the cells in intact SCG tissue than those cultures on 2D substrates with respect to high K^+^-mediated calcium transient.
2. The exaggerated VGCC function from 2D cultured SCG cells may partly be explained by differences in membrane architecture, characterized by uniquely organized caveolar lipid rafts.

How the deposited data were processed for this re-analysis (not part of the article)

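Messenger RNA of SCG cells cultured in 2D, of SCG cells cultured in 3D and of SCG tissue was measured on 12 Affymetrix mouse genome arrays, 4 biological replicates in each of 3 groups. The authors deposited 1 table of log2 expression values, made with the RMA algorithm in Expression Console (background adjustment, quantile normalization and summarization of the probes of a probe set); the software version is not given in the sources used here. No unit was changed. Scanner files and scan dates were not used here, so batches were not tested. Quantile normalization makes the distribution of values alike on all arrays, so a shift shared by most genes cannot be seen. Centring and cyclic loess were applied to the deposited values, on top of quantile normalization, and do not undo it. Arrays were centred on the median of their bright probe sets (mean log2 value of at least 6). This moved the median log2 difference of all genes between tissue and either culture to 0.31. It moved the share of genes higher among those past the threshold from 40.9% to 61.6% against 2D and from 43.5% to 60.6% against 3D. With cyclic loess these shares were both 52.3%. Counts of genes higher and lower in tissue hold relative to the scaling used.

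Of the probe sets in the table, 64 controls were left out of the tests. Gene symbols came from the platform annotation, in which 34945 of the remaining 45037 probe sets have 1 symbol and 932 several; 9160 are unnamed here. Of the probe sets with 1 symbol, 34741 (99.4%) matched a current gene record by its identifier and 0 symbols changed. Where a gene had several probe sets, as 9010 of 18193 genes had, the one with the highest mean over the 12 arrays stood for the gene.

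Each pair of groups was compared on its 8 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes; statmod 1.5.0), with Benjamini-Hochberg adjustment over 45037 probe sets and a threshold of 0.05. A moderated F test over the 12 arrays found 7148 genes. The methods' t-test and the methods' test over the 3 groups were run on the same values. For single genes an exact two-sided permutation test over the 70 splits of 8 arrays was used, whose smallest p is 0.0286. In 29 gene lists with 537 genes, 494 genes had a named probe set and 43 were not analysed here, among them Cacnb3, Ptk2 and Mapk3. Lists were tested with camera, with a preset correlation of 0.01 and with an estimated one, and with fry. With a preset correlation 0 lists ranked higher and 5 lower in 3D against 2D, 10 higher and 7 lower in tissue against 2D, and 9 higher and 7 lower in tissue against 3D. With an estimated correlation 0 were past the threshold in each comparison, and with fry 0, 13 and 20 were.

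The comparisons, gene lists, tests and alternatives were chosen before the data were examined, except where the text says otherwise. Apart from Mylpf and Acta1, given for single tissue arrays, the genes named in the text follow a rule set at the same time. It takes the subunit genes of Fig. 4 with Cav1, Ptk2, Mapk3, Ryr2 and an item that is not reported here; the bars in Fig. 4 had been seen. It adds for each comparison the 12 genes with the highest and the 12 with the lowest log2 difference among those past the threshold whose arrays do not overlap between the groups, and for each list the 4 members with the smallest adjusted p. With 4 arrays against 4, chance gives such a separation in 2.86% of genes; 1339 genes showed it between 3D and 2D, 6145 between tissue and 2D and 7706 between tissue and 3D.

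The alternatives were 1 fit of all 12 arrays, array quality weights, a trend with a robust prior, a filter that keeps the 26551 probe sets at a log2 value of at least 6 on at least 4 arrays, cyclic loess, centring, a block for the replicate number, the mean of the probe sets of a gene, the probe set of highest SD, the methods' t-test with and without adjustment, a minimum of 2-fold and leaving out each array. Leaving out tissue replicates 2 and 3, using tissue replicate 1 alone, leaving out 2D replicate 4 and 3D replicate 1, and taking the probe sets nearest to the bars of Fig. 4 were added after the data had been seen. Identical arrays were searched for and 0 pairs found; the smallest root mean square difference between 2 arrays was 0.190. The tests were tried on simulated data with genes changed by known folds. Of 50 genes changed 2-fold, 70% were recovered in the simulation of 3D against 2D, 24% in that of tissue against 2D and 26% in that of tissue against 3D. Of 50 changed 4-fold, 90%, 76% and 82% were recovered. Of 17993 genes left unchanged, 1, 4 and 2 were called. With so few of 18193 genes changed, the adjustment was stricter than in the real tissue comparisons, where 4393 and 6475 genes passed. The rates describe the simulated data alone.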

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

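The tests on tissue replicates 2 and 3, on Cacna1s and on 2D replicate 4 were chosen after the results were seen, as were the genes searched for single far-off arrays, whose list replaced an earlier one after its results had been seen; those on other splits of the samples were set up earlier.

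The paper reports on calcium channel subunits, and over all genes, these subunits included, 4393 were past the threshold in tissue against 2D and 6475 against 3D, with 26 of 29 cell cycle genes lower in tissue against 2D. In the splits of the 8 arrays, chance can be excluded for tissue against 2D (4393 genes, 0 as the highest of the other splits). The same holds for tissue against 3D (6475 and 0). For the calcium channel subunits past the threshold (5 and 0 against 2D, 8 and 0 against 3D) the splits cannot decide. In the other splits 0 genes of any kind passed, so the subunit count there had to be 0. Chance can be excluded for the 3 groups together (7148 genes, 6497 as the highest of 100 drawn splits). For 3D against 2D, with 3 genes, chance cannot be excluded, since 1 of the other splits gave 1081 genes, which makes 2 of 35 splits with the real one. That split sets 2D replicates 1, 2 and 3 with 3D replicate 1 against the rest, which points to a structure of the samples.

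Tissue replicates 2 and 3 span a narrower range of values than the other arrays (SD 2.14 and 1.93). Less labelled target, degraded RNA and RNA of skeletal muscle could each account for this, and all stay open. The lower of the Gapdh 3' to 5' differences of these arrays exceeded the highest of the other 10 by 1.78, and that of actin by 1.34. The hybridization controls, added in a fixed amount, read higher on both by at least 0.878 than on any other array. They were also higher on tissue replicates 1 and 4 (10.98 and 10.79) than on any culture array (at most 10.01). Leaving out tissue replicates 2 and 3 therefore does not remove this difference between tissue and cultures. For muscle, tissue replicate 4 had the highest list median (1.60) with an SD of 2.32, but that is 1 array, and of 18 muscle genes high on replicates 2, 3 or 4 11 were highest on replicate 4 while 3, Myh1 and Casq1 among them, were higher on both narrow arrays, so that it cannot be told apart.

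Cacna1s is higher in tissue by 0.81 (standard error 0.22) against 2D. RNA of skeletal muscle may account for it, as a hypothesis: on tissue replicate 1, where muscle transcripts were near the culture levels (Myh1 at 4.38), Cacna1s exceeded the culture mean by 0.15, and on the other tissue arrays by at least 0.84. Among these it was not ordered as the muscle list was, being 0.84, 1.06 and 1.03 on replicates 2, 3 and 4 with list medians of 0.99, 0.28 and 1.60; less the shift of 2101 probe sets at its level (0.08, 0.32, 0.65 and 0.08) it was 0.07, 0.52, 0.41 and 0.95 on replicates 1 to 4. Such a shift of dim probe sets as the whole rise cannot be told apart either, since over 4 arrays the mean less the shift was 0.49 (standard error 0.18, 95% interval from -0.09 to 1.07), 13.1% of these probe sets lay as high, and cyclic loess lowered the difference to 0.53 (standard error 0.18, adjusted p = 0.0624), where the smaller difference ended the call. A difference of Cacna1s in the neurons of the tissue stays open as untested.

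Among the 2D arrays, replicate 4 stands apart, and the only biological explanation tested was a lower share of neurons. A swap with 3D replicate 1 cannot be told apart from differences between dishes: on genes chosen without both arrays 2D replicate 4 lay at 1.02 and 3D replicate 1 at 0.413 between the 2D mean (0) and the 3D mean (1), where the other 2D arrays lay at 0.11 to 0.26, and exchanging both gave 1081 genes against 3. Of these 200 genes 137 placed both arrays nearer to the other group and 9 nearer to their own. The 9 pairs of the other 2D and 3D arrays had at most 2 nearer to the other group. Akr1c18, Asgr1 and Nr4a2 lay nearer to their own, with 6.96, 4.88 and 7.90 on 2D replicate 4 and 8.47, 6.00 and 8.93 on 3D replicate 1. These genes had been called under the labels with both arrays included, so where they lie does not bear on the swap. Lists went both ways. The pericyte and smooth muscle list lay on the side of the labels, with medians of 0.83 on 2D replicate 4 and -0.48 on 3D replicate 1. For it the other 2D arrays lay at 0.45, -0.01 and -0.28, and the other 3D arrays at -0.22, -0.10 and -0.545. The pan-neuronal list lay on the side of a swap, at -0.95 and 0.30. A lower share of neurons alone is argued against, since macrophage and glia genes moved apart by 2.04, with a spread of 0.73. A wrong label on 2D replicate 4 alone stays open too, since it lay at 0.813 over 123 genes chosen without it but its macrophage genes had a median of 1.37 where the 3D arrays had a mean of 0.08 (SD 0.20).

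Single arrays lay far from the others of their group in 23 of 348 groups of 4 tested, where chance gives about 17.4 (1 in 20). For each, the gap to the nearest array is given as a share of the range of the group. On 2D replicate 4 they were those of Cacna2d2 (0.882), Cacna2d3 (0.908), Chrna7 (0.865), Syt1 (0.869), Cav1 (0.942), Cx3cr1 (0.915) and the pan-neuronal list (0.884). On 3D replicate 1 they were Cacnb1 (0.848), Atf3 (0.984), Rbfox3 (0.875), Slc8a1 (0.942), Itga5 (0.853) and the calcium stores list (0.861). On tissue replicate 3 they were Cacng1 (0.830), Cacng8 (0.849), Timp1 (0.856) and Ryr2 (0.935). Single values were those of Cacng6 on 3D replicate 3 (1), Cdh1 on 3D replicate 2 (0.913), Thbs2 on 3D replicate 4 (0.867), Myh1 on tissue replicate 1 (0.858), the poly-A controls on 2D replicate 3 (0.872) and the nodose neuron list on 2D replicate 3 (0.864).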

How the results depend on the processing

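Leaving out tissue replicates 2 and 3, tissue replicate 1 alone, leaving out 2D replicate 4 and 3D replicate 1, and the probe sets nearest to Fig. 4 were chosen after the data had been seen. With tissue replicate 1 alone the tissue spread is not measured and the lone array is assumed to vary like the culture arrays, so its p-values rest on the cultures. Array signals over background limit the dim genes, and where neither setting called a result its direction was not compared.

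Leaving out single arrays gave, for 3D against 2D, 0 to 62 genes higher and 0 to 61 lower; for tissue against 2D, 868 to 2070 higher and 1475 to 3142 lower; for tissue against 3D, 1817 to 3505 higher and 2553 to 4363 lower; for any difference between the groups, 5217 to 8156; for L-type pore genes past the threshold in tissue, 0 to 1 against each culture; for the subunits of Fig. 4b, 2 to 5 against 2D and 6 to 8 against 3D; for gene lists past the threshold over the 3 comparisons, 34 to 45, where all arrays gave 38. The position of 3D ran from -0.117 to -0.0518. For all these the cause was not tested.

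Other settings moved counts over 1.5 times. One fit of all 12 arrays gave 1 gene lower in 3D and 3267 higher and 3905 lower in tissue against 2D. Array weights gave 651 and 553 for 3D against 2D and 3333 higher in tissue against 2D. Centring gave 3021 higher in tissue against 2D. The methods' t-test gave 1316 and 802 for 3D against 2D and 3130 higher in tissue against 2D without adjustment, and with it 0 higher in 3D, 1111 and 1557 in tissue against 2D and 2 subunits of Fig. 4b. A 2-fold minimum gave 916 higher in tissue against 2D, 1370 and 2248 against 3D, and 2 and 2 subunits of Fig. 4b. Tissue replicate 1 alone gave 339 and 551 against 2D and 1 subunit. Without 2D replicate 4 and 3D replicate 1 there were 446 genes higher and 911 lower in 3D against 2D and 2 subunits of Fig. 4b. The L-type pore genes past the threshold in tissue came to 0 against both cultures without dim probe sets, with cyclic loess, with the adjusted t-test of the methods, at 2-fold, and with tissue replicates 2 and 3 left out or 1 alone, and to 2 with the mean of the probe sets and with the probe set of highest SD. The probe sets nearest to Fig. 4 gave 1 and 2 subunits of Fig. 4b. The cause was not tested, except that a 2-fold minimum calls fewer genes by construction. The filter for dim probe sets also leaves out Cacna1s by construction, since it read at most 5.13 on any array.

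Reversed were Cacng6 in tissue against 3D without tissue replicates 2 and 3 (-0.31, adjusted p = 0.0375) and with tissue replicate 1 alone (-0.42, no tissue spread), Cacnb1 in tissue against 3D at the probe set nearest to Fig. 4 (-0.073, adjusted p = 0.796), and Nr4a2 in tissue against 2D with the mean of its probe sets (-0.053, adjusted p = 0.758) and the one of highest SD (-0.31, adjusted p = 0.215). Over the genes followed across settings, some of them not named in the text, 4520 comparisons with a setting kept direction and side of the threshold. Of the others 160 lost their call, 110 gained one and 5 reversed. Over the list tests with a preset correlation, 645 kept direction and side and 33 lost their call.

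With a replicate block, 0 genes were higher in 3D than in 2D. Whether the numbers pair the samples cannot be told from so few arrays and was not tested. The deviations of arrays of the same number correlated from -0.049 to 0.35 (3D and 2D), from -0.098 to 0.31 (tissue and 2D) and from -0.0051 to 0.25 (tissue and 3D). In these comparisons 2, 2 and 1 of 4 correlated best with their own number.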

Differences from the paper's values

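The probe sets nearest to the bars of Fig. 4 were chosen after the values had been seen. The paper's bars were measured in the picture of Fig. 4, and both scales are log2 expression levels. Of 48 values for 16 genes, 15 differ, those of 5 subunits in all 3 groups. A value was taken to differ where it lay from the bar by more than the SD of the replicates and by more than 1.5-fold (0.58 on the log2 scale).

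Cacna2d2 was at 7.25 in 2D, 6.74 in 3D and 10.27 in tissue, and the paper's bars at about 4.6, about 4.7 and about 4.7 in Fig. 4b. Cacnb1 was at 8.04, 7.50 and 8.44, and the paper's bars at about 5.0, about 4.9 and about 4.8 in Fig. 4b. Cacnb4 was at 6.73, 6.75 and 8.39, and the paper's bars at about 6.1, about 5.8 and about 6.4 in Fig. 4b. Cacng2 was at 8.08, 7.79 and 8.74, and the paper's bars at about 6.3, about 6.2 and about 6.7 in Fig. 4b. Cacng7 was at 7.75, 7.71 and 8.42, and the paper's bars at about 4.7, about 4.7 and about 5.2 in Fig. 4b. Among the alternatives set before the data were examined, the mean of the probe sets ended the difference for Cacna2d2 in 1 group; centring, the mean of the probe sets, the probe set of highest SD and leaving out 2D replicate 1, 2 or 3 ended it for Cacnb4 in at least 1 group; the probe set of highest SD ended it for Cacng2 in all groups; and for Cacnb1 and Cacng7 none of them ended it. The settings that change only the test leave these means as they are. With the probe sets nearest to the bars, chosen after seeing the values, 0 of the 48 values differ, and the largest difference is 0.11; it drops 0 of the paper's called genes.

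The paper states that the subunits of Fig. 4b showed no significant difference. In tissue 4 of 12 were past the threshold against 2D and 7 of 12 against 3D, with Cacna2d2 at 3.02 and 3.53. With the probe sets nearest to the bars, chosen after seeing the values, 1 and 2 were past it, Cacng4 against 2D, and Cacng4 and Cacng8 against 3D. By the methods' t-test without adjustment, at the level of 0.05 the paper names, 6 of 12 were past it against 2D and 9 against 3D, and with the probe sets nearest to the bars 1 against 2D (Cacng4) and 4 against 3D (Cacng4, Cacng7 and Cacng8 higher and Cacng3 lower). For 3D against 2D, 0 of 12 were past it (2 without 2D replicate 4 and 3D replicate 1, chosen after seeing the values). Among the L-type pore genes, at the probe set of highest mean, Cacna1s was past it in tissue and the others were not, as the paper states. With the mean of its probe sets Cacna1d was past limma's threshold in tissue too. It was then at 0.77 against 2D (adjusted p = 0.0120) and 0.80 against 3D (adjusted p = 0.00296). The paper's text names no adjustment for multiple tests.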

Other observations

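The test of the position of 3D between 2D and tissue was chosen after the result was seen; the gene lists were not.

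Of 31 genes of focal adhesions and integrins, 15 fell against 2D (17 when adjusted over the list alone) and 18 against 3D, and some members rose, 1 against 2D (3 when adjusted over the list alone) and 4 against 3D. Itga5, the fibronectin receptor subunit, fell by 3.35 against 2D (standard error 0.43, adjusted p = 0.00150 from limma) and Zyx, an adaptor of focal adhesions, by 2.84 (adjusted p = 0.00203), and the set had adjusted p = 0.292 against 2D and adjusted p = 0.229 against 3D with an estimated correlation. By camera with a preset correlation the set was called against 3D (adjusted p = 0.00390), a call lost with cyclic loess (-0.50, adjusted p = 0.0634). With the mean of their probe sets Itga5 was at -1.48 (adjusted p = 0.00260) and Zyx at -1.81 (adjusted p = 0.00249) against 2D. Of 21 targets of YAP and TAZ, which respond to stiffness and spreading, 11 fell against 2D (14 lower when adjusted over the list alone) while 12 fell and 2 rose against 3D, with Ccn2 at -5.11 (adjusted p = 1.79e-05 against 2D), and with adjusted p = 0.240 against 2D and adjusted p = 0.0817 against 3D with an estimated correlation. Against 2D the count of focal adhesion genes higher was 0 without 2D replicate 1 or 2 or tissue replicate 2 or 4 and 2 without tissue replicate 3. That of focal adhesion genes lower was 9 without 2D replicate 4 and 8 without tissue replicate 2, and that of YAP and TAZ targets 6 without 2D replicate 1, 7 without 2D replicate 2 and 6 without tissue replicate 2. YAP and TAZ targets higher against 3D came to 1 without tissue replicate 2 or 3D replicate 2, 3 or 4, and those higher against 2D to 1 without tissue replicate 3. Without tissue replicates 2 and 3, left out after seeing the data, 12 focal adhesion genes and 6 YAP and TAZ targets were lower against 2D. Of 25 genes of voltage gated sodium and potassium channels, 11 rose and 1 fell in tissue against 2D (15 higher and 2 lower when adjusted over the list alone), and 15 rose and 2 fell against 3D (15 and 3 when adjusted over the list alone), with adjusted p = 0.494 and adjusted p = 0.330 with an estimated correlation. Against 2D the number that rose was 4 without 2D replicate 2 or tissue replicate 2, 7 without 2D replicate 3 or 4, and 10 without tissue replicates 2 and 3, and the number that fell was 2 without 2D replicate 3. Of 9 nicotinic receptor genes, 2 rose against 2D (4 when adjusted over the list alone) and 4 against 3D (4 when adjusted over the list alone), with adjusted p = 0.240 and adjusted p = 0.0817 with an estimated correlation. Chrna7, the α7 nicotinic receptor, rose by 3.84 against 2D (adjusted p = 0.00175), and Kcnd2, an A-type potassium channel, by 2.81 (adjusted p = 0.00158), while Kcna4 fell by 2.60 (adjusted p = 4.77e-04). With the mean of their probe sets Chrna7 was at 2.07 (adjusted p = 0.00126) and Kcnd2 at 1.59 (adjusted p = 0.00440). The median log2 difference from 2D was 0.86 for the sodium and potassium channels and 0.73 for the nicotinic receptors, where that of the pan-neuronal genes was 0.77.

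The paper stained caveolin-1 and discusses lipid rafts, calcium stores and lipids of the membrane. The message of Cav1 was at 10.34 ± 0.68 (SD, n = 4) in 2D, 10.12 ± 0.29 in 3D and 11.61 ± 0.71 in tissue, which was past the threshold against 3D (2.82-fold, adjusted p = 0.00916) and not against 2D (2.42-fold, a log2 difference of 1.28, standard error 0.42, adjusted p = 0.0568). Against 2D it passed under 10 of 21 alternatives, with p-values from 4.35e-04 to 0.137 over the 21. It passed without 2D replicate 4 (1.61, adjusted p = 0.0263), without tissue replicate 3 (1.60, adjusted p = 0.0197), with array weights (1.91, adjusted p = 4.35e-04), with cyclic loess (1.72, adjusted p = 0.00662) and with centring (1.56, adjusted p = 0.0115). It also passed in one fit of all arrays (adjusted p = 0.0193), without dim probe sets (adjusted p = 0.0468) and without tissue replicates 2 and 3, left out after seeing the data (1.80, adjusted p = 0.0287). It passed the methods' t-test without adjustment too, and not the exact two-sided permutation test (p = 0.0571). Between 3D and 2D it did not pass (-0.22, adjusted p = 0.823). Of 11 caveolae and raft genes, 1 rose and 1 fell against 2D, also when adjusted over the list alone. Flot2 rose by 1.06 (adjusted p = 0.00727), a call lost with the mean of its probe sets (0.73, adjusted p = 0.0616). Cavin3 was at -2.78 (adjusted p = 0.00664), or at -1.77 without tissue replicates 2 and 3. The number that rose was 2 without 2D replicate 4 and 3 without tissue replicate 3. Of 27 genes of calcium stores and extrusion, 6 rose and 2 fell against 2D (10 and 6 when adjusted over the list alone), with Atp2b3, a calcium pump of the plasma membrane, at 3.24 (adjusted p = 6.70e-04) and the exchanger gene Slc8a1 at 1.53 (adjusted p = 0.00809), or at 1.76 and 0.87 with the mean of their probe sets (adjusted p = 0.00102 and 0.00557); without tissue replicate 2 the number that rose was 3, and without tissue replicate 4 the number that fell was 4. Ryr2, a calcium release channel, was higher in tissue than in 3D by 2.05 (adjusted p = 0.0223, or 1.12 and 0.0202 with the mean of its probe sets), a call lost without 3D replicate 2 (adjusted p = 0.0619), 3 (0.0644) or 4 (0.0545) or tissue replicate 2 (0.0691). Against 2D it was at 1.69 (adjusted p = 0.0898) and passed under 5 of 21 alternatives, among them without tissue replicate 3 (2.31, adjusted p = 0.0118), with array weights (2.03, adjusted p = 0.00264), with centring (1.97, adjusted p = 0.0253) and in one fit of all arrays (adjusted p = 0.0397).

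A hypothesis was that 3D culture moves expression toward tissue. The slope of 3D minus 2D on tissue minus the cultures was -0.081 (exact permutation test, p = 0.171), from -0.117 to -0.0518 with single arrays left out. It does not tell whether 3D may lie nearer to tissue or farther from it than 2D, since the permutation test did not pass in either direction.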
